# SEMA6A inhibits tumor progression and boosts anti-tumor immunity *via* blocking the ISG15/TGFβ axis in colorectal cancer

**DOI:** 10.1186/s43556-026-00493-6

**Published:** 2026-06-17

**Authors:** Fang Zhang, Rixin Zhang, Zheng Yan, Jinbao Zong, Mingxuan Zhou, Tiegang Li, Yufang Hou, Silin Lv, Zifan Zeng, Wenyi Zhao, Yixin Zhou, Zengni Zhu, Siying Huang, Min Yang

**Keywords:** Colorectal cancer, SEMA6A, Prognosis, Immunotherapy, ISG15

## Abstract

Semaphorins (SEMAs) comprise a diverse family of membrane-associated proteins whose dysregulation is implicated in various cancers, influencing tumor progression and immune responses. However, the role of SEMAs in colorectal cancer (CRC) remains underexplored. This study demonstrates that Semaphorin 6A (SEMA6A) is downregulated in CRC tissues, with low SEMA6A expression correlating with increased tumor aggressiveness and poor prognosis in CRC patients. Functional assays illustrate that SEMA6A overexpression exerts anti-tumor effects both in vitro and in vivo, while integrated RNA-seq and proteomic analyses identify ISG15 as a key downstream effector negatively regulated by SEMA6A. Mechanistically, SEMA6A inhibits the JAK-STAT3 pathway, leading to decreased ISG15 expression, which in turn abrogates the ISGylation-dependent stabilization of TGF-β1 and promotes its degradation, as confirmed by molecular docking, co-immunoprecipitation, and cycloheximide chase assays. Consequently, in vitro co-culture assays and in vivo experiments reveal that SEMA6A overexpression in tumor cells enhances CD8^+^ T cell cytotoxicity via blocking the ISG15/TGFβ axis. Bioinformatics analyses indicate that patients with CRC exhibiting high SEMA6A and low ISG15 expression show improved responses to immunotherapy. Importantly, SEMA6A overexpression reshapes the tumor microenvironment, boosts anti-tumor immunity of CD8^+^ T cells and inhibits immune evasion, thereby potentiating anti-PD-1 immunotherapy in vivo*.* Collectively, these findings highlight the potential of SEMA6A as a dual therapeutic strategy in CRC: inhibiting cancer progression while enhancing anti-tumor immunity by targeting the ISG15/TGF-β1 axis. Thus, SEMA6A represents both a prognostic indicator and a promising target to improve immunotherapy efficacy and enable personalized treatment strategies in CRC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s43556-026-00493-6.

## Introduction

Colorectal cancer (CRC) is a leading cause of cancer-related mortality worldwide [1, 2]. Early-stage CRC is often asymptomatic, resulting in frequent diagnoses at advanced stages. Early detection and surgical resection significantly improve prognosis, with a 5-year survival rate exceeding 90% for early stages, compared to much lower rates in advanced stages. Consequently, early detection, diagnosis, and intervention are pivotal in CRC management [3]. The advent of multi-omics technologies has enabled the identification of numerous biomarkers, making the discovery of highly specific and sensitive biomarkers essential for effective early screening and diagnosis of CRC.

The tumor microenvironment (TME) of CRC comprises a complex network of non-cellular elements, immune cells, mesenchymal stromal cells, and tumor cells, all of which interact dynamically to drive CRC progression [4]. Among these, the immune microenvironment plays a pivotal role and is characterized by significant heterogeneity, influenced by factors such as immune cell infiltration and neoantigen burden [5, 6]. High immune cell infiltration has been associated with improved prognosis and reduced recurrence rates in patients with CRC [7]. Consequently, TME-targeted immunotherapy has emerged as a promising treatment strategy [8]. However, clinical trials conducted between 2010 and 2013 showed limited response rates to immunotherapy in the general CRC population [9–13]. While patients with microsatellite instability-high (MSI-H) tumors exhibit enhanced responsiveness, the majority of patients with CRC show poor or no response to immunotherapy. Therefore, identifying biomarkers that can accurately predict immunotherapy response is essential for optimizing treatment decisions.

Semaphorins (SEMAs), initially recognized as axon guidance factors, have gained increasing attention for their role in tumorigenesis and progression. Specific SEMAs have been shown to correlate with prognosis and the immune microenvironment in CRC. For instance, elevated SEMA6B expression promotes an immunosuppressive TME in CRC [14]. SEMA6A, a member of the same family as SEMA6B, acts as a transmembrane protein signaling through the plexin A2 and plexin A4 receptors [15, 16]. SEMA6A exhibits a dual role in tumor regulation: its recombinant SEMA6A-1 domain inhibits growth factors and tumor neovascularization, suggesting anti-tumor potential [17]. Conversely, in BRAF-mutant melanoma, deletion of SEMA6A reduced tumor aggressiveness, while overexpression enhanced it [18]. Furthermore, a three-gene prognostic model for patients with MSI gastric cancer included SEMA6A, revealing a strong link between SEMA6A expression and immune cell infiltration. This study suggests that SEMA6A modulates MSI status and the immune microenvironment, thereby influencing survival and prognosis in gastric cancer [19]. Despite these observations, the precise role and underlying mechanisms of SEMA6A in CRC remain unclear.

The ongoing exploration of novel therapeutic strategies for CRC encompasses both the optimization of existing treatments and the discovery of new molecular targets. Recent advances include chemosensitizing agents such as Huachansu injection, which enhances the efficacy of irinotecan in CRC while reducing its intestinal toxicity [20]. Natural products like cycloastragenol also exert antitumor effects across multiple cancer types including CRC [21]. Despite these advances, the roles of endogenous regulators such as SEMAs in CRC remain largely unexplored. Here, we identify SEMA6A as a tumor suppressor in CRC. Elevated SEMA6A expression predicts favorable prognosis and serves as an independent prognostic factor. Mechanistically, SEMA6A inhibits the JAK-STAT3 pathway, leading to reduced ISG15 expression. ISG15 stabilizes TGF-β1 via ISGylation, and SEMA6A overexpression decreases TGF-β1 secretion, thereby promoting CD8⁺ T cell activation and cytotoxicity. In vivo, SEMA6A overexpression suppresses tumor growth, especially in immunocompetent mice, and synergizes with anti-PD-1 therapy. Collectively, these findings highlight the SEMA6A/ISG15/TGF-β1 axis as a potential therapeutic target for CRC immunotherapy.

## Results

### SEMA6A is downregulated in CRC, suppresses malignancy, and predicts poor prognosis

The NanoString assay was conducted to evaluate the expression levels of SEMAs in CRC, revealed that SEMA6A mRNA was the most significantly downregulated SEMA in CRC (Fig. 1a), confirmed by RNA-Seq data from the Gene Expression Omnibus (GEO) dataset GSE44076 (Fig. 1b). Immunohistochemistry (IHC) staining for SEMA6A was performed on a CRC tissue microarray (TMA) (Fig. 1c). The results indicated a substantial reduction in SEMA6A protein levels in carcinoma tissues compared to adjacent normal tissues (Fig. 1d). Furthermore, an analysis of the relationship between SEMA6A expression in the TMA and clinicopathological characteristics revealed that SEMA6A expression was significantly correlated with OS, tumor size, and N stage (Fig. 1e). These results suggest that SEMA6A may play a protective role in CRC. Patients were stratified into SEMA6A-high and SEMA6A-low groups based on the optimal cutoff. In GSE17538, low SEMA6A expression was associated with worse overall survival, 5-year survival, disease-specific survival, and disease-free survival (Fig. S1a), validated in our TMA cohort (Fig. S1b). Univariate and multivariate Cox regression identified SEMA6A as an independent prognostic factor (Fig. S1c-d).In the TMA, combining age, clinical stage, and SEMA6A expression yielded high predictive performance (Fig. S1e). A nomogram incorporating SEMA6A was constructed using the GSE17538 dataset, showing good calibration and high AUC (Fig. S1f-h).

**Fig. 1:**
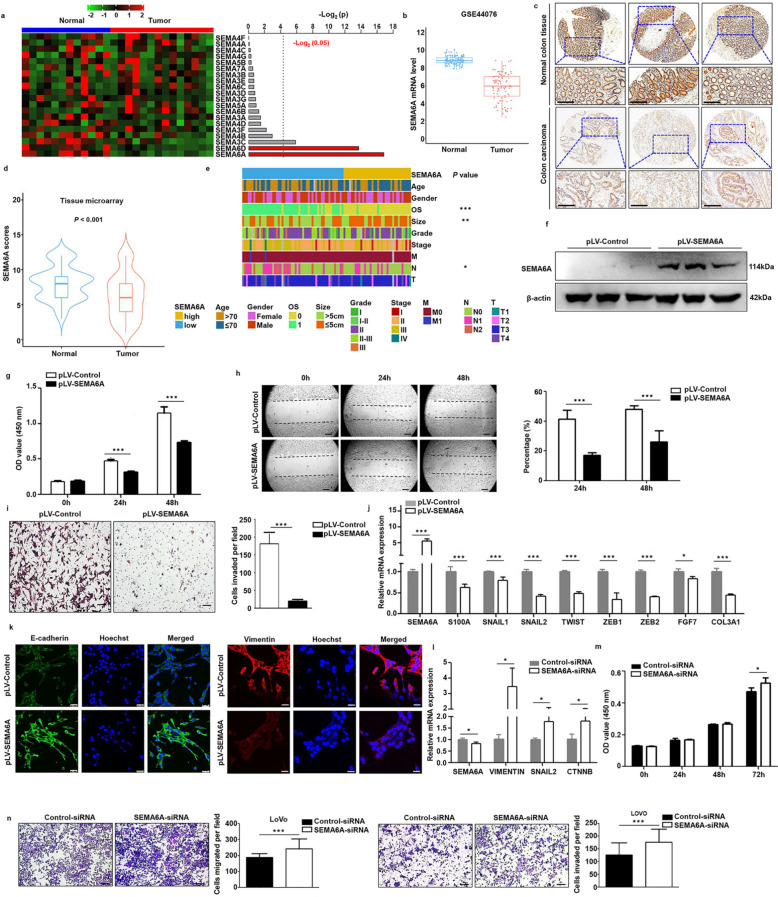
Expression of SEMA6A and In vitro validation of SEMA6A’s effect in CRC. **a** mRNA expression and differential expression of the semaphorin family in CRC and adjacent tissues as detected by NanoString technology. **b** SEMA6A expression in CRC tissues and adjacent normal tissues from the GSE44076 dataset. **c** Immunohistochemical staining of SEMA6A in colon cancer tissue microarray (scale bar, 200 μm). **d** Quantitative analysis of SEMA6A protein expression scores from the immunohistochemical staining of the TMA. **e** Heat map of correlation between SEMA6A and clinicopathological features in tissue microarray. **f** Western blot analysis of SEMA6A protein expression in the overexpressing SL4 cell line. **g** CCK-8 assay assessing the viability of control and pLV-SEMA6A CRC cells. **h** Wound healing assay to evaluate the migration ability of control and pLV-SEMA6A CRC cells (scale bar, 200 μm). **i** Transwell assay to assess the invasive capacity of control and pLV-SEMA6A CRC cells (scale bar, 200 μm). **j**-**k** RT-qPCR (**j**) and immunofluorescence (**k**) analysis of EMT-related biomarkers in control and pLV-SEMA6A CRC cells (scale bar, 25 μm). **l** RT-qPCR analysis of SEMA6A knockdown efficiency and EMT marker expression in negative control and SEMA6A-siRNA-transfected LoVo cells. **m**–**n** Assessment of proliferation (**m**), migration, and invasion abilities (**n**) of LoVo cells after SEMA6A knockdown (scale bar, 200 μm) (*P < 0.05, ***P < 0.001)

To validate the inhibitory effect of SEMA6A, a stable pLV-SEMA6A cell line was established (Fig. 1f). CCK8 assay showed that SEMA6A overexpression significantly reduced cell proliferation at 24 and 48 h (Fig. 1g). Wound healing and Transwell assays demonstrated reduced migration and invasion, respectively (Fig. 1h-i). These results indicate that SEMA6A suppresses malignant progression of CRC cells.

EMT is a key process in tumor metastasis, characterized by reduced E-cadherin and increased vimentin. SEMA6A overexpression significantly reduced EMT-related markers by RT-qPCR (Fig. 1j), and immunofluorescence confirmed increased E-cadherin and decreased vimentin (Fig. 1k). Thus, SEMA6A impedes EMT in CRC.

Conversely, SEMA6A knockdown in LoVo cells reversed these phenotypes, leading to increased EMT markers (Fig. 1l), enhanced proliferation (Fig. 1m), and greater invasion (Fig. 1n). Together, these data indicate that SEMA6A suppresses CRC progression and may serve as a prognostic indicator.

### Multi-omics identifies ISG15 as a downstream oncogenic target of SEMA6A in CRC

Potential regulatory genes were identified through transcriptome and proteome sequencing of SEMA6A-overexpressing SL4 cell lines. 

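SL4 is a mouse CRC cell line that expresses luciferase, and the pLV-SEMA6A cells carry a lentivirus for SEMA6A overexpression. Poly-A-selected mRNA was sequenced from 3 pLV-Control and 3 pLV-SEMA6A libraries. The sample labels call the control only SL4 cells without SEMA6A overexpression, and the name pLV-Control follows the paper's GSEA passage. Neither states whether these cells carry a control lentivirus, so an effect of the virus itself cannot be set apart. The authors deposited expression as TPM, a unit scaled by transcript length and to a fixed total, for 53700 genes listed by mouse Ensembl identifiers, of which 24518 were above 0 in at least 1 library. The listed TPM of a library summed to between 977400 and 986444. TPM keeps no sequencing depth, so the number of reads behind each value is unknown and no detection limit could be derived. Between 19340 and 19463 genes were above 0 in the pLV-Control libraries, and between 18798 and 18887 in the pLV-SEMA6A libraries. The text names DESeq2 for the comparison, and names no aligner, counting tool or genome build.
The TPM values were compared on the log2(TPM + 1) scale, which understates the change of low genes. The test was limma with its trend option and Benjamini-Hochberg adjustment, over the 12510 genes with a mean of at least 1 TPM across the 6 libraries. A gene was counted as a DEG at an adjusted p under 0.05 and an absolute log2 fold change over 0.5, the criterion that the supplement gives for DEGs. Gene positions are those of GENCODE M21 on GRCm38, which shares the Ensembl identifier of 52093 of the listed genes (97.0%). An exact permutation test of 3 libraries against 3 cannot go below p = 0.1, so the adjusted p-values rest on the spread that limma shares across genes.
Sema6a lies on chromosome 18 from 47235598 to 47368870. It was listed at 0 in each pLV-Control library, and at 98.7, 118 and 112 TPM in the pLV-SEMA6A libraries, which is the direction that the labels give. The Pearson correlation of log2(TPM + 1) across genes was 0.967 to 0.978 between pLV-Control libraries, 0.974 to 0.978 between pLV-SEMA6A libraries, and 0.941 to 0.957 between the groups. The text describes no independently made pLV-SEMA6A lines, so an effect of SEMA6A cannot be separated from a difference between cell lines.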

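Of the 12510 genes tested, 1987 were DEGs, with 640 upregulated and 1347 downregulated in the pLV-SEMA6A group. In 1982 of the DEGs, every pLV-SEMA6A library lay on the same side of every pLV-Control library. The same held for 7315 of all genes tested (58.5%), where chance gives 10%. The count depended most on the minimum fold change. Without a minimum, 5959 genes had an adjusted p under 0.05 (2436 higher and 3523 lower), and with a minimum of 1 on the log2 scale 385 did (81 higher and 304 lower). With the replicate number as a block, 1924 genes were DEGs, of which 1875 were also DEGs without it. Libraries with the same number did not deviate together from their group means, with a mean correlation of −0.06. When each library was centred on its median, an alternative chosen after seeing the data, 1963 genes were DEGs and the split became 1002 higher and 961 lower.
Ppat, on chromosome 5 from 76913249 to 76951578, was at 16.7 ± 1.12 TPM (SD, n = 3) in pLV-Control and 2213 ± 91.2 TPM (SD, n = 3) in pLV-SEMA6A, a log2 fold change of 6.97 (standard error 0.05, adjusted p = 1.1e-08 from limma). The long non-coding RNA 4930578N18Rik, on chromosome 16, rose from 1.68 ± 0.05 to 175 ± 2.80 TPM (SD, n = 3 each), a log2 fold change of 6.04. Pkd1l1, on chromosome 11, was listed at 0, 0.01 and 0 TPM in pLV-Control and at 135, 147 and 99.1 TPM in pLV-SEMA6A. The largest rise was that of the long non-coding RNA Gm46620, from 1.87 ± 0.55 to 4749.9 ± 149 TPM (SD, n = 3 each), a log2 fold change of 10.71. Its value is uncertain, because 90.2% of the 31-base stretches of its transcripts also occur in other genes.
The largest falls among DEGs with a mean of at least 10 TPM were in Ifi27l2a and the Oas genes. Ifi27l2a, on chromosome 12, fell from 253 ± 6.41 to 9.23 ± 2.03 TPM (SD, n = 3 each), a log2 fold change of −4.65 (standard error 0.14, adjusted p = 3.4e-06 from limma). The log2 fold change was −3.97 for Oas2, −3.92 for Oas3, −3.67 for Oas1g and −3.67 for Oas1a. Oas1a and Oas1g share 31-base stretches with other genes over 68.8% and 55.1% of their transcripts, so reads could have been split between them. None of these directions changed under the alternatives in which the genes were tested.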

Transcriptome sequencing revealed 936 differentially expressed genes (DEGs), while proteome sequencing identified 260 DEGs. Intersection analysis highlighted 51 potential regulatory targets. Of these, 44 genes were downregulated and 4 genes were upregulated at both the transcriptome and proteome levels, as shown in the balloon plots (Fig. 2a). 

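All 51 genes of Fig. 2a were among the genes tested in the RNA-seq. Each was a DEG in the direction of the figure, with 44 of 44 downregulated genes lower and 4 of 4 upregulated genes higher in pLV-SEMA6A. The highest adjusted p from limma was 0.0248 over the 51 genes and 0.00120 over the 44. Adjusted over the list alone, 51 genes were also under 0.05, which shows no stability because the list was chosen on these data. The median log2 fold change of the 44 genes was −1.67, from −3.92 for Oas3 to −1.06 for Samd9l. Leaving out each library in turn kept between 50 and 51 of the genes as DEGs.
H2-D1, on chromosome 17 from 35262730 to 35267499, fell from 1668.7 ± 10.3 to 265 ± 3.26 TPM (SD, n = 3 each), a log2 fold change of −2.65 (standard error 0.02, adjusted p = 8.3e-09 from limma). It shares 26.9% of its 31-base stretches with other genes, mainly H2-K1. B2m, on chromosome 2, fell from 3961 ± 77.7 to 834 ± 17.4 TPM (SD, n = 3 each), a log2 fold change of −2.25. Among the upregulated genes, Uchl1 rose from 80.1 ± 1.27 to 189.7 ± 3.66 TPM (SD, n = 3 each), a log2 fold change of 1.23. Nefl was low in every library, at 0.28 ± 0.15 TPM in pLV-Control and 2.43 ± 0.21 TPM in pLV-SEMA6A (SD, n = 3 each), and shares 32.2% of its 31-base stretches with other genes. Pclaf had a log2 fold change of 0.90. For genes that the figure shows in opposite directions in RNA and protein, the RNA values were a log2 fold change of 1.23 for Ehd2 and −1.05 for Tbx3. Apod fell from 1.80 ± 0.70 to 0.39 ± 0.31 TPM (SD, n = 3 each), and was below the filter in 2 of the 6 fits that each left out a library. It lost the threshold of 0.05 in 2 of the 4 such fits in which it was tested.

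**Figure D1:**
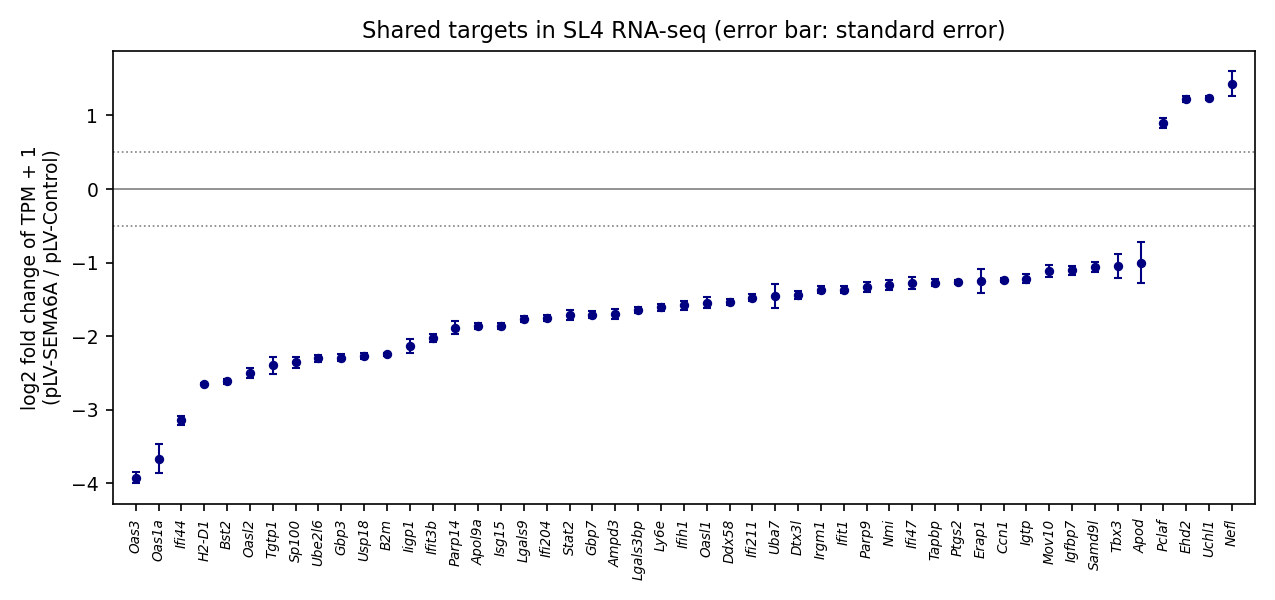
Log2 fold change of genes of Fig. 2a in the RNA-seq on the log2(TPM + 1) scale, pLV-SEMA6A against pLV-Control, with dotted lines at −0.5 and 0.5. Sema6a is left out because it is listed at 0 in pLV-Control, and the downregulated genes drawn lie between −3.92 and −1.06, apart from Tbx3 and Apod, which differ in direction between RNA and protein.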

Pathway enrichment analyses of the differential genes revealed 2,190 enriched signaling pathways at the transcriptome level and 1,236 at the proteome level, with 321 pathways shared between the two. 

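Gene sets were tested by pre-ranked GSEA on the log2 fold changes of the RNA-seq, with p-values from permuting genes. The Reactome sets shipped with the fgsea package were used, because the GO sets behind Fig. 2b are not used here. Of 776 sets with 10 to 500 tested genes, 57 had an adjusted p under 0.05, of which 26 were lower and 31 higher in pLV-SEMA6A. Interferon Signaling had the lowest normalized enrichment score, −2.71 (adjusted permutation p = 4.1e-19), and 42 of its 83 tested genes were downregulated and 2 upregulated. Interferon gamma signaling followed with −2.64 and Cytokine Signaling in Immune system with −2.50. The set for folding, assembly and peptide loading of class I MHC had a score of −2.32, with 14 of 26 genes downregulated. Interferon alpha beta signaling had a score of −1.84 (adjusted permutation p = 0.0193), and ISG15 antiviral mechanism a score of −1.95 (adjusted permutation p = 0.00391), with an adjusted p of 0.455 by camera. The 4 sets that hold the same 27 tested genes scored −2.29 with a median log2 fold change of 0.05, and are named Immune System, Adaptive Immune System, Class I MHC mediated antigen processing and presentation, and Antigen processing-Cross presentation. Camera gave this set of genes an adjusted p of 0.872. The larger set for class I MHC mediated antigen processing and presentation scored −2.15, although the median log2 fold change of its 83 genes was 0.00. The highest scores belonged to sets of DNA replication and the cell cycle, with 2.36 for Activation of the pre-replicative complex, 2.27 for DNA strand elongation, 2.26 for Activation of ATR in response to replication stress and 2.24 for G2 M Checkpoints. Purine ribonucleoside monophosphate biosynthesis, a set that includes the strongly raised Ppat, also scored 2.24.
The choice of test moved the count most. Camera with the correlation between the genes of a set estimated from the data found 0 sets at an adjusted p under 0.05, and 154 at an unadjusted p under 0.05, of which 7 were lower and 147 higher. About 38.8 sets are expected by chance at that level. Interferon Signaling had an adjusted p of 0.207 by this camera run. The correlation is estimated from 3 libraries per group and is imprecise, so finding 0 sets does not show that no set changed. With a preset correlation, chosen after seeing the data, camera found 214 sets at an adjusted p under 0.05. The replicate number as a block leaves the log2 fold changes of this balanced design as they are, so the count stayed at 57. With the block and the signed test statistic, a ranking chosen after seeing the data, it was 145.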

Immune-related pathways, along with those linked to proliferation, adhesion, migration, neovascularization, and apoptosis, were prominently enriched (Fig. 2b). To further investigate the molecular mechanisms, the 51 identified DEGs were analyzed using the Cytohubba plugin of Cytoscape software (Fig. 2c), indicated that the ISG15 gene was the most frequently identified across the 12 algorithms, suggesting its key role in the regulation of CRC malignancy by SEMA6A.

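Among the 10 genes that appear in most panels of Fig. 2c, the RNA level fell most in Ifi44. Ifi44, on chromosome 3 from 151730922 to 151749960, fell from 318 ± 8.19 to 35.1 ± 2.82 TPM (SD, n = 3 each), a log2 fold change of −3.15 (standard error 0.06, adjusted p = 5.4e-07 from limma). The log2 fold change was −2.50 for Oasl2, −2.27 for Usp18, −1.71 for Stat2 and −1.58 for Ifih1. It was −1.45 for Uba7, −1.37 for Ifit1 and −1.28 for Ifi47. The fall of Isg15 ranked 4 among these 10 genes and 17 among the 51 genes of Fig. 2a. The cytoHubba networks were not recomputed here.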

**Fig. 2:**
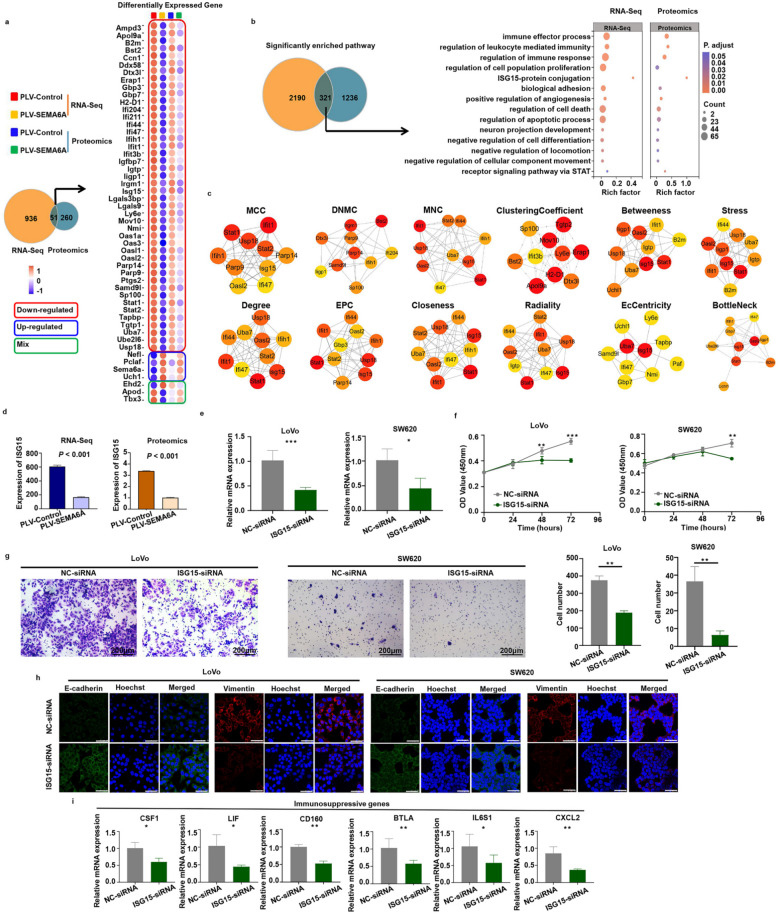
Multi-omics identification of ISG15 as a downstream target of SEMA6A and validation of its oncogenic role in CRC. **a** Transcriptome and proteome sequencing identify differentially expressed genes in SL4 and pLV-SEMA6A CRC cell lines. **b** Shared signaling pathways identified through multi-omics sequencing. **c** Identification of potential targets for SEMA6A regulation of CRC progression using 12 algorithms. **d** Transcriptome and proteome sequencing analysis of ISG15 expression in control and SEMA6A overexpressing groups. **e** RT-qPCR analysis of ISG15 knockdown efficiency in LoVo and SW620 cells. **f**-**g** Proliferation (**f**) and migration (**g**) ability of LoVo and SW620 cells after ISG15 knockdown (scale bar, 200 μm). **h** Immunofluorescence analysis of EMT-related biomarkers in LoVo and SW620 cells after ISG15 knockdown (scale bar, 50 μm). **i** RT-qPCR detection of immunosuppressive genes in control and ISG15-siRNA-transfected LoVo cells. (*P < 0.05, **P < 0.01, ***P < 0.001)

Transcriptome and proteome sequencing results revealed that the SEMA6A-high group exhibited significantly lower levels of ISG15 expression (Fig. 2d). 

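Isg15 lies on chromosome 4 of GRCm38 from 156199424 to 156200818 on the minus strand. It was at 611, 625 and 585 TPM in the pLV-Control libraries and at 165, 160.1 and 175 TPM in the pLV-SEMA6A libraries. The means were 607 ± 20.2 and 167 ± 7.40 TPM (SD, n = 3 each). The log2 fold change was −1.86 (standard error 0.04, adjusted p = 9.6e-07 from limma). The highest pLV-SEMA6A library lay below the lowest pLV-Control library, and an exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. With each library left out in turn, the log2 fold change stayed between −1.89 and −1.83. With the replicate number as a block it was unchanged, since the design is balanced, with an adjusted p from limma of 0.000184. Of the 1347 downregulated genes, 61 fell more than Isg15. Other genes contain 13.1% of the 31-base stretches of its transcripts, so part of its reads could have been assigned elsewhere. From the lower ISG15 expression in the SEMA6A-high group, together with its datasets of patients, the paper proposes that SEMA6A may act on CRC survival and prognosis by regulating ISG15.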

Consistently, correlation analysis in three independent GEO datasets (GSE29621, GSE38832, and GSE31595) demonstrated a strong negative correlation between SEMA6A and ISG15 expression (Fig. S2a). To explore the impact of ISG15 on CRC prognosis, data from the GSE17538 database were analyzed. High ISG15 expression was associated with worse overall survival and 5-year survival in the GSE17538 dataset (Fig. S2b). Moreover, patients with SEMA6A^high^ISG15^low^ expression had significantly better overall survival (Fig. S2c). Thus, it is hypothesized that SEMA6A may impact CRC survival and prognosis by regulating ISG15 expression.

To validate ISG15’s role in CRC malignancy, siRNA-mediated knockdown was performed in LoVo and SW620 cells, with efficient reduction confirmed by RT-qPCR (Fig. 2e). ISG15 knockdown significantly suppressed proliferation (CCK8, Fig. 2f), migration (Transwell, Fig. 2g), and induced E-cadherin upregulation and vimentin downregulation (immunofluorescence, Fig. 2h). Given the enrichment of immune-related pathways in multi-omics, we examined immunosuppressive factors by RT-qPCR; ISG15 knockdown significantly downregulated these factors (Fig. 2i).

### SEMA6A suppresses ISG15 expression via inhibiting STAT3 signaling in CRC

To investigate whether ISG15 mediates the functional effects of SEMA6A, we overexpressed ISG15 in pLV-Control and pLV-SEMA6A SL4 cells. RT-qPCR confirmed successful ISG15 overexpression (Fig. 3a). EdU assay showed that ISG15 overexpression significantly increased the proliferation of both pLV-Control and pLV-SEMA6A cells (Fig. 3b-c). Similarly, Transwell migration and invasion assays revealed that ISG15 overexpression enhanced the migratory and invasive capacities of these cells (Fig. 3d-e). These results indicate that ISG15 counteracts the SEMA6A-mediated suppression of CRC cell malignant phenotypes.

**Fig. 3:**
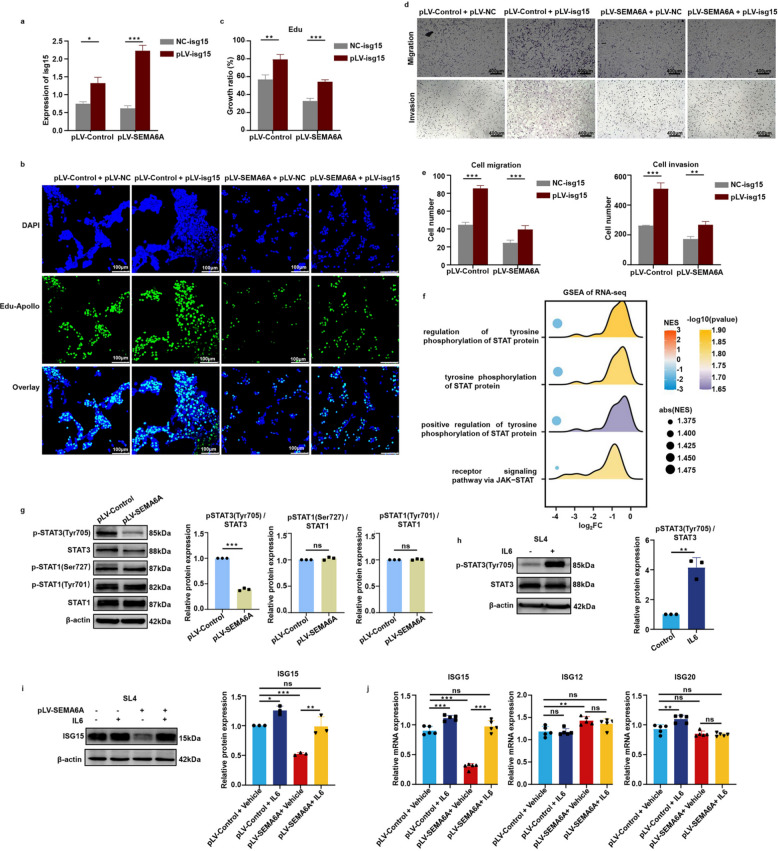
SEMA6A regulates CRC cell proliferation, migration and invasion through the STAT3/ISG15 axis. **a** RT-qPCR analysis of ISG15 overexpression efficiency in pLV-Control and pLV-SEMA6A cells. **b**-**c** EdU assay to assess the proliferation of control and pLV-ISG15 SL4 cells (scale bar, 100 μm). **d**-**e** Migration and invasion ability of control and pLV-ISG15 SL4 cells (scale bar, 400 μm). **f** GSEA showing enrichment of the JAK-STAT signaling pathway in pLV-Control group. **g** Western blot analysis of p-STAT3(Tyr705), STAT3, p-STAT1(Ser727), p-STAT1(Tyr701), and STAT1 protein levels in pLV-Control and pLV-SEMA6A cells. **h** Western blot analysis of p-STAT3(Tyr705) and STAT3 protein levels in SL4 cells following IL-6 stimulation (50ng/mL) for 6h. **i** Western blot analysis of ISG15 protein levels in pLV-Control and pLV-SEMA6A cells following IL-6 stimulation (50ng/mL) for 6h. **j** RT-qPCR analysis of ISG15, ISG12, and ISG20 mRNA expression in pLV-Control and pLV-SEMA6A cells following IL-6 stimulation (50ng/mL) for 6 h.(*P < 0.05, **P < 0.01, ***P < 0.001)

To explore the underlying signaling pathway, we performed GSEA on RNA-seq data from pL-Control and pLV-SEMA6A cells. 

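The GO gene set behind Fig. 3f is not used here, and a hand-written list of 59 JAK-STAT components, fixed before the values were seen, took its place. The list holds inhibitors of the pathway, such as the Socs and Pias genes, beside its activators. Of the 59 components, 42 were tested. With an adjusted p under 0.05 from limma, 24 were lower and 7 higher in pLV-SEMA6A, and 14 were downregulated DEGs and 0 upregulated DEGs. When each library was centred on its median, 20 were lower and 9 higher. The median log2 fold change of the list was −0.28. Pre-ranked GSEA gave a normalized enrichment score of −1.73 (permutation p = 0.00227, permuting genes), with the list enriched in pLV-Control. Inhibitors and activators count in the same direction, so the score describes RNA levels of the list and not the activity of the pathway. Without the genes that are also in Fig. 2a the score was −1.58 (permutation p = 0.0159). Camera gave p = 0.131 for the same list with the correlation between genes estimated from the data, and p = 0.00679 with a preset correlation, an alternative chosen after seeing the data. The replicate block cannot change this ranking of a balanced design, and with the block and the signed test statistic, chosen after seeing the data, p was 0.00345. Among the 4 splits of the libraries that part all 3 same-numbered pairs, 2 gave a score as far from 0, the real one included. The sides of every other split hold unequal numbers of each group. Such a split keeps part of the group difference, so this count decides nothing.
Irf9, on chromosome 14, fell from 55.1 ± 1.84 to 23.2 ± 1.15 TPM (SD, n = 3 each), a log2 fold change of −1.21 (standard error 0.05, adjusted p = 1.1e-05 from limma). Tyk2, on chromosome 9, fell from 11.8 ± 0.34 to 6.00 ± 0.30 TPM (SD, n = 3 each), a log2 fold change of −0.88 (standard error 0.06, adjusted p = 0.000105 from limma). Stat3, on chromosome 11 from 100885098 to 100939540, was at 23.9 ± 2.79 TPM in pLV-Control and 18.1 ± 0.35 TPM in pLV-SEMA6A (SD, n = 3 each). Its log2 fold change of −0.38 (standard error 0.08, adjusted p = 0.0100 from limma) did not reach the minimum of 0.5. Socs3, which STAT3 induces, had a log2 fold change of −0.39 (adjusted p = 0.0365 from limma), and it lost the threshold in 5 of the 6 fits that each left out a library. Jak1 had a log2 fold change of 0.19, and Il6st one of 0.13. Il6st lost the threshold in 5 of the 6 fits that each left out a library and with the replicate block (adjusted p = 0.0908 from limma). Il6ra lost it in 4 of those fits and with the block (adjusted p = 0.0574 from limma).

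**Figure D2:**
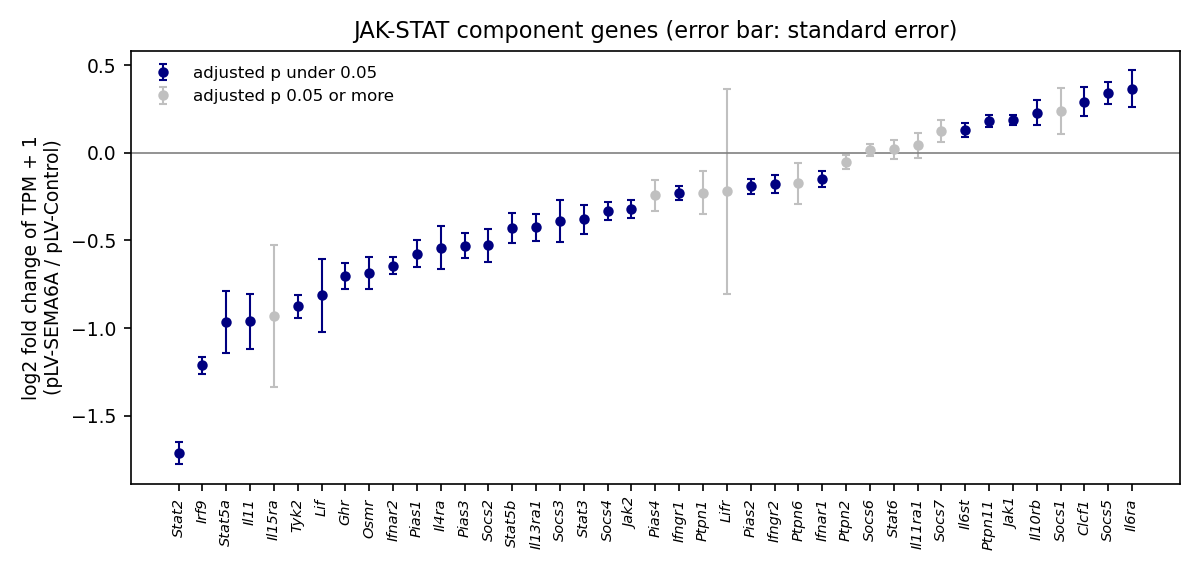
Log2 fold change on the log2(TPM + 1) scale of tested genes of the hand-written JAK-STAT list, pLV-SEMA6A against pLV-Control, with standard errors. Genes with an adjusted p under 0.05 lie on both sides of 0, from −1.71 for Stat2 to 0.37 for Il6ra.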

The JAK-STAT signaling pathway was significantly enriched in the pLV-Control group, suggesting that SEMA6A overexpression suppresses this pathway (Fig. 3f). Western blot analysis further demonstrated that SEMA6A overexpression reduced the phosphorylation of STAT3 at Tyr705, but did not affect the phosphorylation of STAT1 at Ser727 or Tyr701 (Fig. 3g). To confirm that STAT3 can be activated in SL4 cells, we treated the cells with IL-6 (50 ng/mL) for 6 h. IL-6 stimulation markedly increased p-STAT3 (Tyr705) levels (Fig. 3h). Notably, IL-6 also induced ISG15 protein expression, and this induction was significantly attenuated in pL-SEMA6A cells compared with pLV-Control cells (Fig. 3i). Furthermore, RT-qPCR analysis showed that IL-6 increased the mRNA levels of ISG15 and ISG20, but did not affect ISG12. SEMA6A overexpression specifically suppressed the IL-6-induced upregulation of ISG15, without affecting the expression of ISG12 or ISG20 (Fig. 3j). Collectively, these data demonstrate that SEMA6A specifically downregulates ISG15 expression through inhibiting STAT3 signaling, with no effect on other ISG family members.

### In vivo experiments demonstrated the protective role of SEMA6A in CRC

Subcutaneous tumor models in both immunocompetent and immunodeficient mice were employed to further investigate the role of SEMA6A in CRC development. Magnetic resonance imaging (MRI) on day 14 in C57BL/6J mice showed smaller tumor volumes in the pLV-SEMA6A group (Fig. 4a), with lower tumor weight (Fig. 4b). Tumor volume measurements from day 5 to day 13 revealed significant differences from day 7 onward, with slower growth in the pLV-SEMA6A group (Fig. 4c). In BALB/c nu mice, SEMA6A overexpression also reduced tumor weight and volume (Fig. 4d). Tumor inhibition rates were higher in immunocompetent mice (Fig. 4e), indicating an immune-mediated component, while SEMA6A still suppressed tumor growth in nude mice, suggesting additional immune-independent mechanisms.

**Fig. 4:**
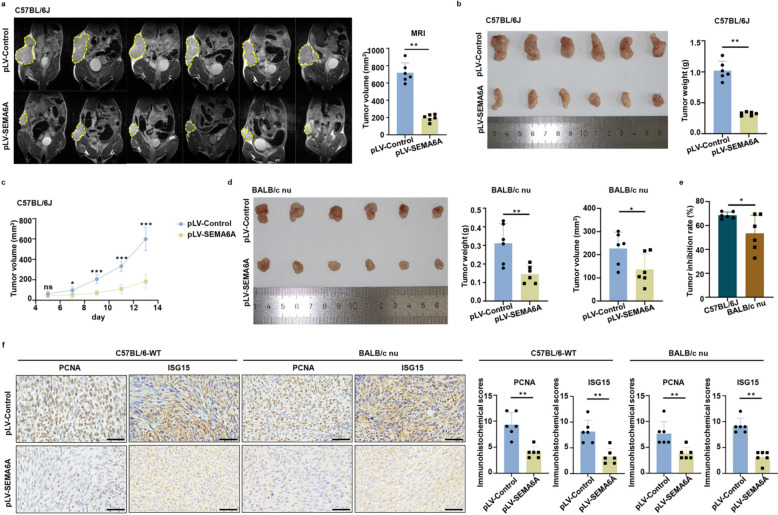
In vivo validation of the inhibitory effect of SEMA6A in CRC. **a** Magnetic resonance imaging assessment of C57BL/6J mice with subcutaneous tumors. Subcutaneous tumors are outlined by yellow dashed lines. **b** Representative images and tumor weight of subcutaneous tumors from C57BL/6J mice inoculated with pLV-Control or pLV-SEMA6A cells. **c** Tumor volume measurements in C57BL/6J mice after subcutaneous inoculation of pLV-Control or pLV-SEMA6A cells. **d** Representative images, weight, and volume of subcutaneous tumors from BALB/c nu mice inoculated with pLV-Control or pLV-SEMA6A cells. **e** Comparison of tumor inhibition rates between C57BL/6J and BALB/c nu mice. **f** Immunohistochemical staining to detect protein expression levels of PCNA and ISG15 in tumor tissues (scale bar, 50 μm). (*P < 0.05, **P < 0.01, ***P < 0.001)

The proliferative capacity of tumor cells is a key indicator of malignancy, with PCNA serving as a specific biomarker for tumor proliferation. IHC staining of PCNA in tumor tissues showed a notable downregulation in subcutaneous tumors derived from both C57BL/6 J and BALB/c nu mice overexpressing SEMA6A. Additionally, this study examined the expression of ISG15, a downstream molecule of SEMA6A, and observed a similar reduction (Fig. 4f). These results further suggest that SEMA6A overexpression inhibits tumor growth by suppressing ISG15 expression.

To determine whether immune activation precedes tumor shrinkage, we analyzed tumor tissues at an early time point (day 5 post-inoculation), when tumor volumes were comparable between the pLV-Control and pLV-SEMA6A groups. Immunohistochemical staining revealed that SEMA6A overexpression already significantly increased the infiltration of CD8^+^ T cells and upregulated the effector molecules GZMA, PRF1, and IFN-γ at this early stage (Fig. S3). These findings indicate that SEMA6A promotes CD8^+^ T cell-mediated immunity before detectable tumor growth inhibition, supporting a causal role of immune activation rather than a secondary consequence of tumor reduction.

### SEMA6A-ISG15 axis modulates CD8^+^ T cell function

Given that SEMA6A overexpression exhibited stronger tumor inhibition in immunocompetent mice than in immunodeficient mice (Fig. 4e), we explored whether SEMA6A modulates immune cell function through the ISG15 axis. Patients from the GSE17538 dataset were stratified into SEMA6A^high^ISG15^low^ and SEMA6A^low^ISG15^high^ groups. Using the TIMER3.0 database, we analyzed immune cell infiltration across multiple algorithms (Fig. 5a). Notably, the CIBERSORT algorithm revealed significantly higher CD8⁺ T cell infiltration in the SEMA6A^high^ISG15^low^ group, with no difference for CD4⁺ T cells (Fig. 5b). Analysis of the CheckMate 025 dataset further indicated that this group derived greater benefit from immunotherapy (Fig. 5c).

**Fig. 5:**
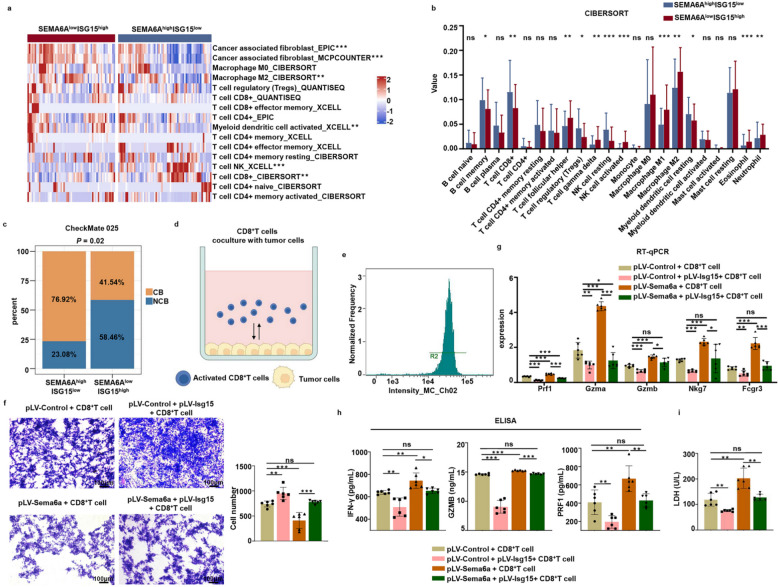
Co-culture experiments to validate the effect of SEMA6A and ISG15 on the immune system. **a** Heat map of immune cell infiltration predicted by TIMER3.0 database for patients in the GSE17538 dataset. **b** Boxplot of immune cell infiltration calculated by CIBERSORT algorithm. **c** Validation of immunotherapy predictability using the CheckMate 025 dataset in relation to SEMA6A and ISG15 expression. **d** Co-culture setup of activated CD8^+^ T cells and SL4 cells. **e** Flow cytometry plot showing CD8^+^ T cell purity after isolation. **f** Crystal violet staining results following co-culture of SL4 cells with CD8^+^ T cells, with or without SEMA6A and ISG15 overexpression (scale bar, 200 μm). **g** RT-qPCR analysis of mRNA expression of cytotoxicity-related genes. **h** Quantitative analysis of effector cytokine IFN-γ, GZMB, and PRF1 from activated CD8^+^ T cells, detected by ELISA. **i** LDH cytotoxicity assay to measure the cytotoxic effects of CD8.^+^ T cells. (*P < 0.05, **P < 0.01, ***P < 0.001)

To validate the functional impact of this axis, we established a co-culture system of activated CD8^+^ T cells and SL4 CRC cells (Fig. 5d). Flow cytometry confirmed that over 90% of isolated cells were CD8^+^ T cells (Fig. 5e). Crystal violet staining showed that SEMA6A overexpression significantly reduced tumor cell viability, whereas ISG15 overexpression reversed this effect (Fig. 5f). RT-qPCR analysis of co-culture supernatants revealed that SEMA6A overexpression increased the mRNA levels of cytotoxicity-related genes, while ISG15 overexpression decreased them (Fig. 5g). Enzyme-linked immunosorbent assay (ELISA) quantification of IFN-γ, GZMB, and PRF1 (Fig. 5h) and LDH cytotoxicity assay (Fig. 5i) further confirmed that SEMA6A enhanced CD8^+^ T cell-mediated killing, whereas ISG15 suppressed it. Collectively, these data demonstrate that the SEMA6A-ISG15 axis specifically regulates CD8^+^ T cell effector function in CRC.

### ISG15 stabilizes TGF-β1 via ISGylation to promote CRC progression

Given the impact of SEMA6A and ISG15 on tumor cell progression in cellular and nude mouse models, their effects on tumor cells were further investigated. Preliminary cellular experiments revealed that SEMA6A overexpression and ISG15 knockdown impeded the EMT process in CRC cells. TGF-β1, a key EMT promoter via SMAD signaling, plays a critical role in immune evasion [21]. To explore the relationship between TGF-β1 and the SEMA6A-ISG15 axis, multiple datasets were analyzed, revealing that TGFB1 expression negatively correlated with SEMA6A and positively with ISG15 (Fig. 6a). RT-qPCR analysis of TGFB1 expression in CRC cells revealed that TGF-β1 levels were notably reduced in cells overexpressing SEMA6A and significantly increased in cells overexpressing ISG15 (Fig. 6b). ELISA assays of TGF-β1 concentrations in co-culture supernatants confirmed these findings (Fig. 6c).

**Fig. 6:**
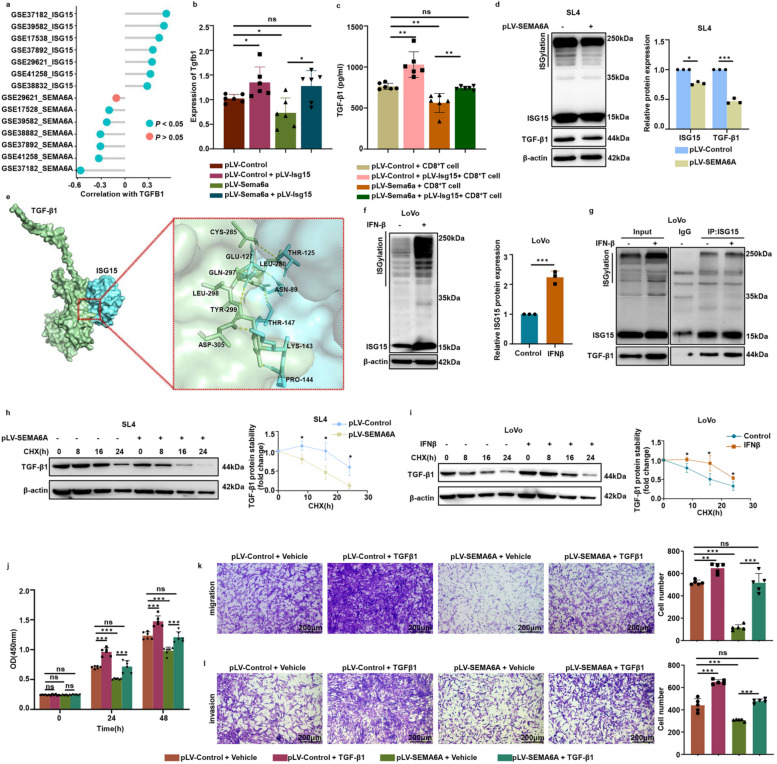
ISG15 stabilizes TGF-β1 protein through ISGylation to regulate CRC progression. **a** Lollipop plot showing correlations of SEMA6A, ISG15, and TGFB1 expression across GEO datasets. **b** RT-qPCR analysis of TGFB1 mRNA expression in CD8^+^ T cells from co-culture systems. **c** ELISA detection of TGF-β1 secretion in the supernatant of co-culture systems. **d** Western blot analysis of ISGylation, ISG15, and TGF-β1 protein levels in pLV-Control and pLV-SEMA6A cells. **e** Molecular docking visualization of the interaction between TGF-β1 and ISG15. **f** Western blot analysis of ISGylation and ISG15 protein levels in LoVo cells following IFN-β stimulation (20ng/mL) for 24h. **g** Co-immunoprecipitation assay detecting the interaction between ISG15 and TGF-β1 (immunoprecipitation with anti-ISG15 antibody). **h** Western blot analysis of TGF-β1 protein stability in pLV-Control and pLV-SEMA6A cells treated with CHX for 0, 8, 16, and 24h. **i** Western blot analysis of TGF-β1 protein stability in LoVo cells treated with IFN-β (20ng/mL) followed by CHX for 0, 8, 16, and 24h. **j**-**l** After TGF-β1 supplementation (10ng/mL) in pLV-Control and pLV-SEMA6A cells, cell proliferation (**j**) was assessed by CCK8 assay, and cell migration (**k**) and invasion (**l**) were evaluated by Transwell assay (scale bar: 200 μm). (*P < 0.05, **P < 0.01, ***P < 0.001)

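ISG15 is joined to proteins by the enzymes Uba7, Ube2l6 and Herc6 and removed by Usp18. A hand-written list of 9 genes of this conjugation, fixed before the values were seen, was tested in the RNA-seq of pLV-Control and pLV-SEMA6A cells. All 9 were tested and 6 were downregulated DEGs, while 15.9% of all genes tested were DEGs (Fisher's exact test, one-sided, p = 0.000866). Of these 6, Isg15, Uba7, Ube2l6 and Usp18 are also in Fig. 2a, so their change was known when the list was written. Without the genes of Fig. 2a, an alternative chosen after seeing the data, 2 of the 5 other genes were DEGs (p = 0.175 from the same exact test), and the score of pre-ranked GSEA was −1.57 (permutation p = 0.0195). With the replicate number as a block, p was 0.000725 for the 9 genes from the same exact test. Without a minimum fold change, so that 5959 genes counted, p was 0.0686. Pre-ranked GSEA of the list gave a normalized enrichment score of −2.01 (permutation p = 9.6e-07, permuting genes). In place of this permutation test, camera, which does not treat the genes as independent, gave p = 0.0367 for the 9 genes, the highest among the alternatives.
Ube2l6, on chromosome 2 from 84798828 to 84810335, fell from 57.3 ± 1.75 to 10.8 ± 0.43 TPM (SD, n = 3 each), a log2 fold change of −2.30 (standard error 0.05, adjusted p = 7.8e-07 from limma). Herc6, on chromosome 6, fell from 28.0 ± 1.81 to 8.56 ± 1.00 TPM (SD, n = 3 each), a log2 fold change of −1.61 (standard error 0.09, adjusted p = 3.8e-05 from limma). Trim25, on chromosome 11, had a log2 fold change of −0.98. The remaining DEGs of the list, Isg15, Uba7 and Usp18, are also hub genes of Fig. 2c. Ube2e2 had a log2 fold change of −0.26 and passed the threshold in 2 of the 6 fits that each left out a library. Ube2e1 (0.08, adjusted p = 0.220) and Arih1 (−0.039, adjusted p = 0.616, both from limma) did not pass the threshold. After centring each library on its median, chosen after seeing the data, the log2 fold change was 0.17 for Ube2e1 (adjusted p = 0.0268 from limma), 0.055 for Arih1, and −0.17 for Ube2e2, which no longer passed (adjusted p = 0.108 from limma).

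**Figure D3:**
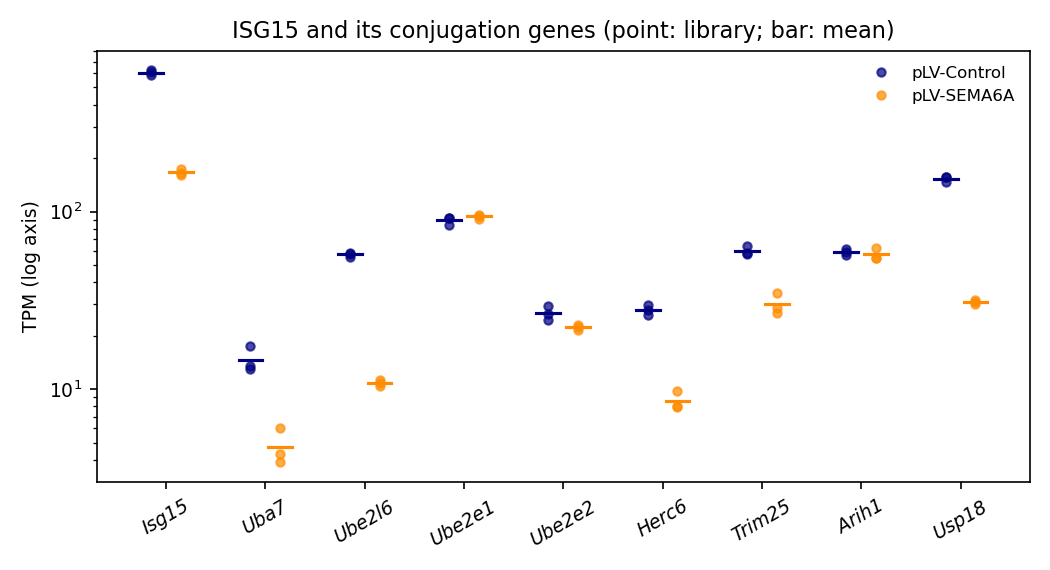
TPM in each library of the genes of the ISG15 conjugation list, pLV-Control and pLV-SEMA6A, n = 3 libraries each. The libraries of the groups overlap for Ube2e1 and Arih1 only.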

Given that our multi-omics analysis significantly enriched the ISG15-protein conjugation pathway, we next examined whether ISG15 regulates TGF-β1 through ISGylation. Western blot analysis revealed that SEMA6A overexpression reduced global ISGylation, ISG15 protein, and TGF-β1 levels in SL4 cells (Fig. 6d). To predict whether ISG15 directly binds to TGF-β1, molecular docking was performed, which suggested a potential interaction (Fig. 6e). To experimentally validate this interaction, we first induced ISGylation in LoVo cells by stimulating with IFN-β (20 ng/mL for 24 h), which markedly elevated ISGylation and ISG15 expression (Fig. 6f). Under this condition, co-immunoprecipitation using an anti-ISG15 antibody confirmed that ISG15 physically interacts with TGF-β1 (Fig. 6g), providing evidence that TGF-β1 is a substrate for ISGylation. To determine whether ISGylation affects TGF-β1 protein stability, cycloheximide (CHX) chase assays were performed. In pLV-SEMA6A cells, TGF-β1 degraded more rapidly than in control cells, indicating that SEMA6A overexpression (which suppresses ISGylation) destabilizes TGF-β1 (Fig. 6h). Conversely, IFN-β pretreatment, which upregulates ISG15 and ISGylation, prolonged the half-life of TGF-β1 in LoVo cells (Fig. 6i). Functionally, adding exogenous TGF-β1 (10 ng/mL) rescued the proliferation, migration, and invasion defects caused by SEMA6A overexpression in SL4 cells (Fig. 6j-l). Collectively, these data demonstrate that ISG15 stabilizes TGF-β1 through ISGylation, thereby promoting CRC progression.

### SEMA6A overexpression enhances the anti-tumor efficacy of PD-1 blockade in vivo

Bioinformatics analysis and experimental validation revealed that SEMA6A influences the response of CRC patients to immunotherapy. To further assess its role, a mouse subcutaneous tumor model was established (Fig. 7a). Representative tumor images (Fig. 7b) and quantitative analysis showed that anti-PD-1 monotherapy did not significantly reduce tumor weight or volume compared to the control group. In contrast, SEMA6A overexpression alone significantly suppressed tumor growth, and the combination of SEMA6A overexpression with anti-PD-1 further reduced tumor weight and volume to the greatest extent (Fig. 7c-d). MRI confirmed these findings (Fig. 7e-f). To explore the underlying mechanisms, we examined the expression of immune-related biomarkers in tumor tissues. RT-qPCR analysis showed that ISG15 mRNA expression was significantly reduced in both the pLV-SEMA6A + Vehicle group and the pLV-SEMA6A + PD-1-Ab group compared with the control group (Fig. 7g). Meanwhile, the combination treatment most effectively upregulated the immunostimulatory factors CD86, LTA, and CD27 (Fig. 7h), as well as the cytotoxic effector molecules (Fig. 7i). IHC staining (Fig. 7j) and quantitative analysis (Fig. S4) were performed on tumor tissues from the four treatment groups. The two control groups (pLV-Control + Vehicle and pLV-Control + PD-1-Ab) showed no significant differences in any marker. Compared with controls, SEMA6A overexpression alone (pLV-SEMA6A + Vehicle) reduced ISG15, TGF-β1, and PCNA levels, while increasing CD8A, GZMA, PRF1, and IFN-γ. Addition of anti-PD-1 to SEMA6A overexpression further lowered TGF-β1 and PCNA and further elevated GZMA and PRF1, but did not significantly change ISG15, CD8A, or IFN-γ compared with SEMA6A alone. These data indicate that SEMA6A alone suppresses tumor-promoting factors and enhances CD8^+^ T cell-mediated immunity, and that PD-1 blockade provides additional benefit in specific cytotoxic effectors and proliferation control. Flow cytometry further demonstrated that the combination treatment significantly increased the infiltration of CD8^+^ T cells (but not CD4^+^ T cells) and upregulated the activation markers CD69 and CD25, while decreasing the exhaustion markers TIM-3 and CTLA-4 (Fig. 7k-l). Collectively, these data demonstrate that SEMA6A overexpression sensitizes CRC tumors to PD-1 blockade by enhancing CD8^+^ T cell infiltration and effector function.

**Fig. 7:**
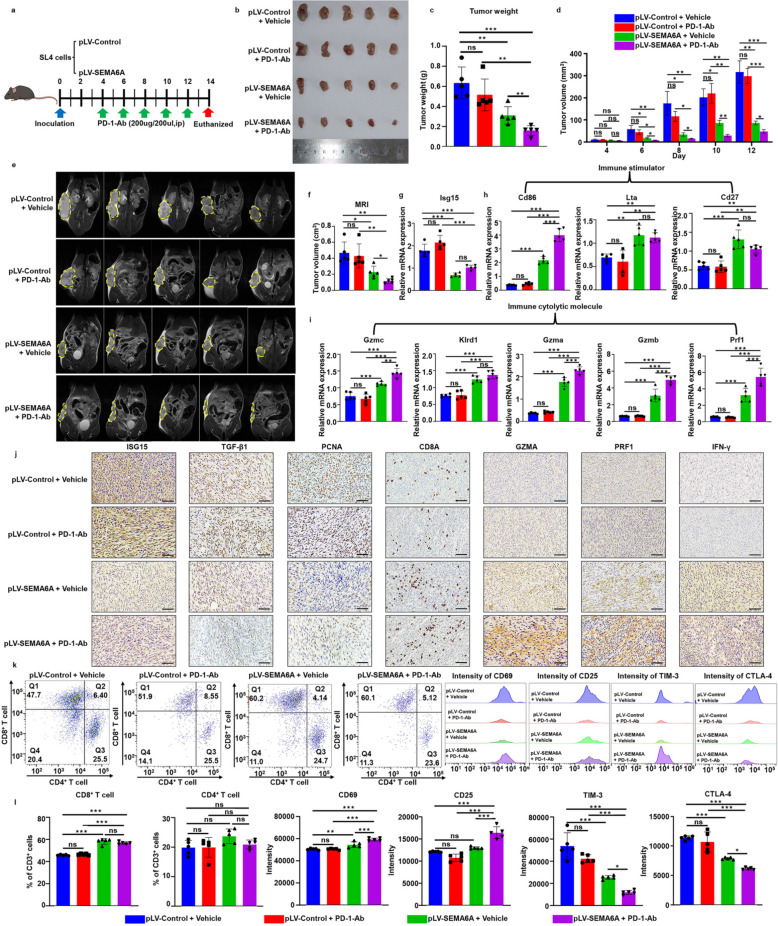
SEMA6A overexpression enhances the anti-tumor efficacy of PD-1 blockade in vivo. **a** Schematic representation of a subcutaneous tumor model in C57BL/6J mice. **b** Representative images of subcutaneous CRC tumor models. **c**-**d** Tumor weight (**c**) and tumor volume (**d**) analyzed by one-way ANOVA in four groups. **e**–**f** Magnetic resonance imaging assessment of C57BL/6J mice with subcutaneous tumors, tumors are outlined by yellow dashed lines. **g**-**i** RT-qPCR analysis of specific biomarker mRNA expression in tumors from the four treatment groups. **j** Immunohistochemical staining of ISG15, TGF-β1, PCNA, CD8A, GZMA, PRF1, IFN-γ in tumor tissues (scale bar, 50 μm). **k**-**l** Flow cytometry analysis of CD8^+^ T cell and CD4^+^ T cell infiltration, as well as the mean fluorescence intensity of CD69, CD25, TIM-3, and CTLA-4 in tumor tissues. (*P < 0.05, **P < 0.01, **P < 0.001)

## Discussion

CRC is the third most commonly diagnosed malignancy worldwide. Tumor heterogeneity complicates early diagnosis, often leading to detection at advanced stages. Current diagnostic methods, such as endoscopic and fecal blood tests, exhibit limited accuracy, contributing to delayed diagnosis. In contrast, molecular testing kits offer higher sensitivity and precision, improving diagnostic outcomes. Therefore, the development of DNA-, RNA-, and protein-based biomarkers is essential to enhance OS rates in CRC patients and advance precision oncology [22].

This study established the diagnostic and prognostic significance of SEMA6A in CRC. Integrated analysis of NanoString data and GEO validation cohorts consistently showed downregulation of SEMA6A in CRC tissues compared to normal controls. Using an optimal expression cutoff, patients stratified into SEMA6A-high and SEMA6A-low groups demonstrated significantly prolonged OS in the SEMA6A-high cohort. Multivariable Cox regression analysis confirmed SEMA6A as an independent prognostic factor, with ROC analysis and nomogram validation further demonstrating high predictive accuracy and sensitivity. These findings were supported by IHC validation and in vitro experiments, including SEMA6A overexpression and knockdown, highlighting SEMA6A as a promising prognostic indicator for clinical diagnosis and prognostic stratification in CRC.

Multi-omics analysis implicated SEMA6A in CRC progression through modulation of immune-related pathways, including JAK-STAT and ISG15-protein conjugation. Using 12 algorithms in cytoHubba, ISG15 was identified as a critical downstream effector regulated by SEMA6A. ISG15, a 15-kDa interferon-induced ubiquitin-like protein, modulates immune responses via interferon signaling [23–25]. It conjugates to target proteins through ISGylation [26–28], with both conjugated and free forms exhibiting context-dependent pro- and anti-tumor functions [29–32]. Our multi-omics data showed significant downregulation of ISG15 in the SEMA6A-high group, with elevated ISG15 expression correlating with poor CRC prognosis. Cellular functional assays confirmed ISG15's role in promoting CRC progression. Mechanistically, we found that SEMA6A inhibits the JAK-STAT3 pathway, leading to reduced ISG15 expression. ISG15 in turn stabilizes TGF-β1 through ISGylation, as evidenced by molecular docking, co-immunoprecipitation, and cycloheximide chase assays. Consequently, SEMA6A overexpression decreases TGF-β1 secretion and relieves its suppressive effect on CD8^+^ T cells. Collectively, these findings delineate a novel SEMA6A/STAT3/ISG15/TGF-β1 axis in CRC.

Consistent with in vitro results, SEMA6A overexpression significantly suppressed tumor growth in both C57BL/6J and BALB/c nu mouse models. The observation that SEMA6A inhibited tumor growth even in immunodeficient nude mice demonstrates that SEMA6A possesses intrinsic, cell-autonomous anti-tumor activity independent of adaptive immunity. Meanwhile, the tumor inhibition rate was significantly higher in immunocompetent C57BL/6J mice than in nude mice, indicating that the adaptive immune system contributes additional anti-tumor effects. To further establish causality, we analyzed tumor tissues at an early time point (day 5 post-inoculation) when tumor volumes were comparable between groups. SEMA6A overexpression already significantly increased CD8^+^ T cell infiltration and upregulated effector molecules GZMA, PRF1, and IFN-γ, indicating that immune activation precedes tumor shrinkage. These findings support that SEMA6A directly modulates the immune microenvironment as an early event rather than as a secondary consequence of tumor reduction. Collectively, our data indicate that SEMA6A exerts a dual mechanism: a direct suppression of tumor cell malignancy and an indirect enhancement of anti-tumor immunity. The relative contribution of each pathway cannot be precisely quantified from the current data, but the higher inhibition rate in immunocompetent hosts highlights the meaningful role of immune-mediated effects in complementing the intrinsic activity of SEMA6A.

Emerging evidence suggests that converting immune-desert (“cold”) tumors into immune-inflamed (“hot”) phenotypes by increasing cytotoxic T lymphocyte and NK cell infiltration can restore patient responsiveness to ICIs [33–35]. These conversion strategies may synergize with ICIs to enhance antitumor immunity and improve clinical outcomes. Our study demonstrates that SEMA6A increases the secretion of cytotoxic factors by CD8^+^ T cells in co-culture systems, as shown by increased secretion of IFN-γ, GZMB, and PRF1. Flow cytometry analysis of tumor tissues from treated mice further revealed that SEMA6A overexpression elevated the proportion of CD8^+^ T cells, upregulated activation markers (CD69, CD25), and downregulated exhaustion markers (CTLA-4, TIM-3). These results demonstrate that SEMA6A not only promotes CD8^+^ T cell infiltration but also improves their functional state.

Given that TGF-β1 is a well-established master regulator of CD8^+^ T cell dysfunction [36], our integrated bioinformatics and experimental validation confirmed that SEMA6A suppresses TGF-β1 expression via the ISG15-dependent pathway, thereby inhibiting tumor immune evasion. Critically, in subcutaneous tumor models, the combination of SEMA6A overexpression and PD-1 monoclonal antibody treatment resulted in significantly reduced tumor size and weight compared to monotherapy. This synergistic effect indicates that SEMA6A facilitates the conversion of the TME to one more responsive to ICIs. Mechanistically, the combination therapy upregulated immunostimulatory factors and enhanced cytotoxic effector functions, collectively potentiating antitumor immunity.

Despite the comprehensive findings, several limitations of this study should be acknowledged. First, the clinical data used for prognostic analysis were derived from retrospective cohorts and a tissue microarray, which may introduce inherent selection bias. Prospective multicenter studies with larger sample sizes are warranted to validate the prognostic value of SEMA6A. Second, due to the retrospective nature of the study, patient serum samples were not available, precluding assessment of circulating SEMA6A or ISG15 as potential non-invasive indicators. Third, although we demonstrated that ISG15 stabilizes TGF-β1 via ISGylation using co-immunoprecipitation and cycloheximide chase assays, direct evidence of the specific lysine residues on TGF-β1 undergoing ISGylation remains to be determined. Fourth, while our study establishes an indirect regulatory axis from SEMA6A to CD8^+^ T cells via ISG15/TGF-β1, we acknowledge that extracellular ISG15 may directly affect T cell function. Future studies using recombinant ISG15 or conditioned medium are needed to explore this possibility. Finally, the synergistic effect of SEMA6A overexpression with PD-1 blockade was observed in a subcutaneous syngeneic mouse model; further studies using orthotopic or genetically engineered mouse models are needed to better recapitulate the clinical setting and to evaluate potential adverse effects before clinical translation.

## Conclusion

In conclusion, integrated bioinformatics and experimental validation identified SEMA6A as a clinically significant prognostic factor in CRC. Elevated SEMA6A expression correlated with a favorable prognosis, enhanced immune activation, and served as an independent prognostic factor, highlighting its tumor-protective role. Functionally, SEMA6A suppressed malignant progression by inhibiting the STAT3/ISG15/TGF-β1 axis. Co-culture experiments demonstrated that SEMA6A enhances CD8^+^ T cell cytotoxicity by suppressing the ISG15/TGF-β1 axis, leading to increased activation and reduced exhaustion. Notably, SEMA6A overexpression synergized with PD-1 blockade in vivo, potentiating sensitivity to immune checkpoint inhibitors. Collectively, these findings suggest that targeting the SEMA6A/ISG15/TGF-β1 axis represents a dual therapeutic strategy that both directly suppresses CRC progression and enhances anti-tumor immunity, providing a rationale for combining SEMA6A modulation with immunotherapy in CRC. Based on these findings, we propose a working model illustrating how SEMA6A suppresses CRC progression and enhances anti-tumor immunity through the ISG15/TGF-β1 axis (Fig. 8).

**Fig. 8:**
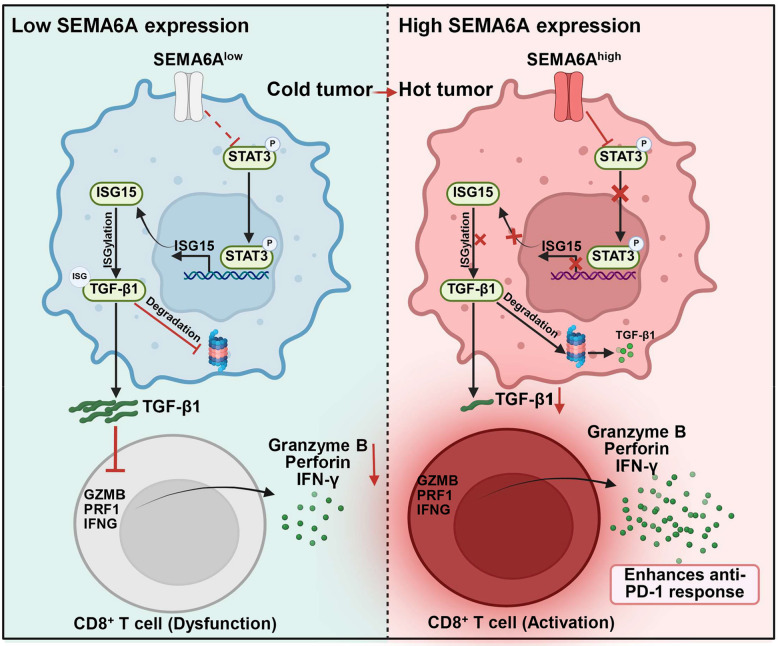
Schematic model of SEMA6A-ISG15-TGF-β1 axis in colorectal cancer. Left panel: SEMA6A downregulation leads to activation of the JAK/STAT3 pathway. Phosphorylated STAT3 translocates to the nucleus and promotes transcription of ISG15. Elevated ISG15 protein ISGylates TGF-β1, preventing its proteasomal degradation. Secreted TGF-β1 suppresses CD8^+^ T cell cytotoxicity by downregulating PRF1, GZMB, and IFN-γ expression, thereby promoting tumor immune evasion. Right panel: SEMA6A overexpression inhibits the JAK/STAT3 pathway, reducing ISG15 expression. Consequently, TGF-β1 undergoes degradation. The reduced TGF-β1 release restores CD8^+^ T cell-mediated antitumor immunity. Created with BioRender

## Materials and methods

Detailed methods for bioinformatics analyses and selected experimental procedures are available in the Supplementary Material. All of the animal protocols complied with the guidelines from EU Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes. The protocols were also approved by the Institutional Animal Care and Use Committee of the Institute of Materia Medica, Chinese Academy of Medical Sciences and Peking Union Medical College (Approval no. IMM-N-25–0216). The studies involving human participants were reviewed and approved by the Research Ethics Committee of The Affiliated Hospital of Qingdao University (ethics approval number: QDU-HEC-2023177). Informed consents were obtained from all of the participating patients. The studies were conducted in accordance with the local legislation and institutional requirements.

### NanoString-based RNA assay

Gene expression profiles of colon cancer tissues were analyzed using NanoString technology [37]. NanoString gene expression analysis included 12 normal colon tissue samples and 14 colorectal cancer tissue samples. No technical replicates were included in this experiment. The nCounter molecular barcodes included 256 target genes and 6 housekeeping genes. Total RNA was extracted from matched normal and colon cancer tissues, with raw data being normalized. Gene expression levels were visualized using the “ComplexHeatmap” R package [38]. Differential expression of target genes between normal and tumor tissues was assessed using the “limma” R package [39].

### Immunochemistry staining

A TMA of 90 paired CRC and normal tissues was constructed. For IHC, deparaffinized and rehydrated tissue sections were treated with 3% H₂O₂, followed by antigen retrieval in citrate buffer (100°C). After blocking with 5% BSA, sections were incubated with primary antibodies (Table S1) overnight at 4 °C, then with secondary antibodies (BST19013894, BST20023895, Boste) for 1 h at room temperature. Staining was visualized with DAB and counterstained with hematoxylin. Two blinded pathologists scored each section using the H-score method: intensity (0–3) × percentage of positive cells (0–4, where 0:0%, 1:1–25%, 2:26–50%, 3:51–75%, 4:76–100%).

### Western blot analysis

Total protein was extracted from CRC cells using lysis buffer (R0020, Solarbio) containing a protease inhibitor cocktail (C0001, TargetMol). For detection of phosphorylated proteins, a phosphatase inhibitor cocktail (SJ-MK0002-A, SparkJade) was added to the lysis buffer. For ISGylation assays, the lysis buffer was supplemented with 20 mM N-ethylmaleimide (HY-D0843, MCE) and 10 μM MG132 (HY-13259, MCE) to preserve ISGylated conjugates. Protein concentration was determined by the BCA assay (23225, ThermoFisher). Equal amounts of protein were separated by 10% SDS-PAGE and transferred to nitrocellulose membranes. After blocking, membranes were incubated with primary antibodies (Table S1) overnight at 4 °C, followed by appropriate secondary antibodies. Protein bands were visualized using an ImageQuant™ LAS 4000 luminometer (GE).

### Cell culture and transfection

Human CRC cell lines LoVo and SW620 were obtained from BNBIO (Beijing, China). The luciferase-expressing mouse CRC cell line SL4 was provided by our laboratory. Lentivirus for SEMA6A overexpression (pLV-SEMA6A), siRNAs targeting human SEMA6A and ISG15, and lentivirus for mouse Isg15 overexpression were synthesized by Beijing Miga Technology Co. (Beijing, China). All cells were maintained at 37 °C in a 5% CO₂ incubator. Transfections were performed according to the manufacturers’ protocols.

### Proliferation, migration, and invasion assays

Cell proliferation was evaluated using CCK-8 (CT0001-A, SparkJade) and EdU (E-CK-A378, Elabscience) assays. For CCK-8, cells were seeded at 5 × 10^3^ cells/well in 96-well plates; at indicated times, 10 µL CCK-8 solution was added, incubated for 4 h, and absorbance at 450 nm measured. For EdU, cells were incubated with EdU reagent for 2 h, fixed with 4% paraformaldehyde, stained with Apollo and DAPI, and visualized by confocal microscopy (Leica SP8X, Germany).

Wound healing assays were performed using scratch inserts. Cells (1 × 10^5^/well) were seeded in 24-well plates. After insert removal, scratch closure was photographed at 0, 24, 48, and 72 h. Transwell migration and invasion assays were carried out using 8-µm inserts (Corning) uncoated or coated with Matrigel. Cells (2 × 10^4^/well) were seeded into the upper chamber with 1% FBS; the lower chamber contained 10% FBS. After 48 h, migrated/invaded cells were fixed, stained with 0.1% crystal violet, and counted.

### Immunofluorescence

Immunofluorescence staining was performed on SL4 and pLV-SEMA6A cells cultured in confocal dishes for 48 h. After fixation with 4% paraformaldehyde, cells were blocked with 5% BSA and permeabilized with 0.3% Triton X-100. Primary antibodies against vimentin (1:100; BM0135; Boster) or E-cadherin (1:50; sc-8426; Santa Cruz) were incubated with fixed cells overnight at 4 °C. The secondary antibodies (1:200; Boster) were then applied for 1 h at room temperature. The nuclei were stained with Hoechst for 10 min, and fluorescence images were captured using a confocal microscope (Leica SP8X, Germany).

### RNA extraction and RT-qPCR

Total RNA was extracted from cells or tumor tissues using an RNeasy kit (AC0202-B, SparkJade). For reverse transcription, 1 μg of total RNA was processed with SuperScript II reverse transcriptase (AG0305-B, SparkJade). Quantitative PCR analysis was performed using an ABI 7900 HT real-time PCR system and SYBR Green Master Mix (AH0104-C, SparkJade, Shandong, China). The RT-qPCR primer sequences are provided in Table S2.

### RNA-seq and proteomics analysis

The SL4 and pLV-SEMA6A cell lines were sent to Beijing YIKEBAIDE Technology Co., LTD., where RNA extraction, quality assessment, library construction, and sequencing were performed. Interaction analysis was subsequently conducted on the Beijing Meiji Biological cloud platform. Detailed procedures are provided in Supplementary Material.

### Mouse CD8⁺ T cell isolation and co-culture

CD8⁺ T cells were isolated from C57BL/6 mouse splenocytes using a CD8⁺ Cell Isolation Kit (19,853, STEMCELL). Purity was verified by flow cytometry with FITC anti-mouse CD8a antibody (100705, BioLegend). Purified CD8⁺ T cells were activated with anti-CD3e (553087, BD Biosciences), anti-CD28 (553294, BD Biosciences), and IL-2 (Eg0456, Proteintech)for 48 h, then co-cultured with mouse CRC cells at a 8:1 ratio (CD8⁺ T:CRC). After 48 h, supernatants were collected for ELISA detection of IFN-γ (EMC101g, Neobioscience), PRF1 (E-EL-M0890, Elabscience), GZMB (E-EL-M0594) and TGF-β1 (Neobioscience). Cytotoxicity was assessed by measuring LDH activity using a TBA-40FR ACCUTE fully automatic biochemical analyzer (TOSHIBA, Japan).

### Animal studies

Female 8-week-old C57BL/6J and BALB/c nu mice were purchased from HFK Bio-Technology. For subcutaneous tumor models, SL4 or pLV-SEMA6A cells (1 × 10⁶ in 100 µL saline) were injected into the left hind leg. Tumor growth was monitored in vivo using a PharmaScan 70/16 US (7.0 T, Bruker, Switzerland) MRI scanner on day 14 prior to sacrifice. Tumor volume was calculated using Radiant software. For immunotherapy experiments, anti-PD-1 monoclonal antibody (200 µg/200 µL) was intraperitoneally injected on days 4, 6, 8,10 and 12.

### Flow cytometry analysis of tumor-infiltrating lymphocytes

Tumor tissues were minced and digested with collagenase IV and DNase I for 1 h at 37 °C. Single-cell suspensions were stained with the antibodies list in Table S1. Data were acquired on a flow cytometer and analyzed with FlowJo software. The percentages of CD8⁺ and CD4⁺ T cells among total live cells, as well as the mean fluorescence intensity of activation and exhaustion markers, were calculated.

### Co-immunoprecipitation

Cells were lysed in IP lysis buffer (P0013, Beyotime) supplemented with protease inhibitor cocktail. For ISGylation detection, 20 mM N-ethylmaleimide (NEM) and 10 μM MG132 were added to the lysis buffer. Lysates were incubated with anti-ISG15 antibody (sc-166755, Santa Cruz) or control IgG (A7028, Beyotime) overnight at 4 °C, followed by incubation with protein A/G-agarose beads for 4 h. Beads were washed, and bound proteins were eluted by boiling in SDS loading buffer, separated by SDS-PAGE, and immunoblotted with anti-TGF-β1 (81,746–2-RR, Proteintech) and anti-ISG15 antibody (15,981–1-AP, Proteintech).

### Cycloheximide protein stability assay

Cells were treated with CHX (50 μg/mL, HY-12320, MCE) for 0, 8, 16, and 24 h. At each time point, cells were harvested and lysed. Equal amounts of protein were subjected to Western blotting with anti-TGF-β1 antibody. Protein band intensities were quantified and normalized to β-actin, and the remaining percentage of TGF-β1 was plotted against time.

## Supplementary Information

Supplementary Material 1.

## Data Availability

The original contributions presented in the study are included in the article and Supplementary Material, and the RNA-seq data have been deposited in the GSE298450.

# Supplementary material for: SEMA6A inhibits tumor progression and boosts anti-tumor immunity via blocking the ISG15/TGFβ axis in colorectal cancer
**Source:** Mol Biomed. 2026 Jun 17;7:93. doi: 10.1186/s43556-026-00493-6
**Supplement:** Supplementary file 1 — Supplementary Material 1.

**Title:** SEMA6A inhibits tumor progression and boosts anti-tumor immunity *via* blocking the ISG15/TGFβ axis in colorectal cancer

**Authors**: Fang Zhang^1,2#^, Rixin Zhang^1,2#^, Zheng Yan^1,2^, Jinbao Zong^3,4^, Mingxuan Zhou^1,2^, Tiegang Li ^1,2^, Yufang Hou^1,2^, Silin Lv^1,2^, Zifan Zeng^1,2^, Wenyi Zhao^1,2^, Yixin Zhou^1,2^, Zengni Zhu^1,2^, Siying Huang^1,2^, Min Yang^1,2*^

**# These authors contributed equally.**

**Affiliations:** ^1^ State Key Laboratory of Digestive Health, Institute of Materia Medica, Chinese Academy of Medical Sciences and Peking Union Medical College, Beijing 100050, China. ^2^ State Key Laboratory of Bioactive Substance and Function of Natural Medicines, Institute of Materia Medica, Chinese Academy of Medical Sciences and Peking Union Medical College, Beijing 100050, China. ^3^ Clinical Laboratory, The Affiliated Hospital of Qingdao University, Qingdao 266000, China. ^4^ Qingdao Hospital of Traditional Chinese Medicine, The affiliated Qingdao Hiser Hospital of Qingdao University, Qingdao 266033, China.

# Supplemental Information

# Materials and methods

## Data sources and processing

Gene expression data and corresponding clinical information for colorectal cancer (CRC) were obtained from the Gene Expression Omnibus (GEO) database [1]. Multiple datasets were analyzed for different purposes. Differential expression of SEMA6A between CRC and adjacent normal tissues was evaluated using the GSE44076 dataset [2]. The prognostic values of SEMA6A and ISG15 were assessed in the GSE17538 cohort [3]. The correlation between SEMA6A and ISG15 expression was examined using three datasets: GSE29621, GSE38832, and GSE31595, with Spearman correlation coefficients calculated and scatter plots constructed [4-6]. Furthermore, the associations of SEMA6A and ISG15 with TGFB1 were investigated in seven independent datasets: GSE37182, GSE39582, GSE17538, GSE37892, GSE29621, GSE41258, and GSE38832 [7-10]. Using the "survMisc" R package’s cutp function, the optimal cutoff value for SEMA6A or ISG15 expression was determined, and patients with CRC were classified into high and low groups.

## Prognostic analysis and construction of the nomogram

To evaluate the predictive significance of SEMA6A in CRC, Kaplan-Meier (K–M) survival analysis was performed to compare survival outcomes across different patient groups. Univariable Cox regression analysis was then conducted to determine the hazard ratios for the SEMA6A groups and other clinical characteristics. Variables with a *P*-value < 0.05 were subsequently subjected to multivariable Cox regression analysis. Based on the results of the multivariable analysis, a Nomogram model was constructed to predict the 3- and 5-year overall survival (OS) of patients with CRC. The model's predictive accuracy was evaluated using calibration and receiver operating characteristic (ROC) curves. The "survival" and "regplot" R packages were used to generate the Nomogram, while "rms" and "timeROC" were employed to produce the calibration and ROC curves, respectively.

## Functional enrichment analysis

Differentially expressed genes (DEGs) across groups were identified using the "limma" R package, applying a filtering criterion of an adjusted *P*-value < 0.05 and an absolute log_2_(fold change [FC]) > 0.5. Functional enrichment analysis of the DEGs was performed, including Gene Ontology (GO) analysis and Gene Set Enrichment Analysis (GSEA), using the "clusterProfiler" R package [11].

## RNA sequencing (RNA-seq) and proteomics sequencing analysis

RNA concentration and purity were measured using a Nanodrop2000, RNA integrity was evaluated *via* agarose gel electrophoresis, and the RNA integrity number (RIN) was calculated using an Agilent2100. For library construction, the following RNA requirements were met: ≥ 1 μg of RNA, concentration ≥ 35 ng/μL, OD260/280 ratio ≥ 1.8, and OD260/230 ratio ≥ 1.0. To isolate mRNA, magnetic beads with oligo(dT) were used to capture poly-A-tailed mRNA through A-T base pairing, facilitating separation from total RNA. The mRNA was then fragmented using a fragmentation buffer into 300-bp-long pieces, after which a six-base random primer was added to reverse transcribe the mRNA into complementary DNA (cDNA). The cDNA was further processed by adding an "A" base to the 3' end to create a Y-shaped joint, and End Repair Mix was used to form blunt ends. Finally, sequencing was performed using the Illumina platform.

Proteomic quantification of the SL4 and pLV-SEMA6A cell lines was performed by Beijing YIKEBAIDE Technology Co., LTD. The cells were lysed at 4°C for 30 minutes, followed by centrifugation at 12,000g for 30 minutes at 4°C. The protein concentration of the supernatant was determined using the BCA assay. Tandem mass spectrometry (TMT) labeling was carried out according to the manufacturer's instructions (ThermoFisher, A44522). A 100 μg protein sample was dissolved in 100 mM TEAB, reduced with 100 mM TCEP at 37°C for 60 minutes, and alkylated with 40 mM iodoacetamide at room temperature for 40 minutes. To precipitate the protein, pre-cooled acetone was added to the reaction solution at -20°C and incubated for 4 hours. The protein was pelleted by centrifugation at 10,000g for 20 minutes, resuspended in 100 μL of 100 mM TEAB, and digested with trypsin overnight at 37°C. Acetonitrile was then added to the TMT reagent, and the digested protein was transferred to the TMT reagent and incubated at room temperature for 2 hours. The reaction was quenched with hydroxylamine for 30 minutes. Samples from the same group were combined, vacuum-dried, and subjected to one-dimensional separation *via* high-performance reversed-phase liquid chromatography (RPLC) prior to LC-MS analysis. The protein samples were reconstituted in loading buffer (2% acetonitrile, pH 10). A total of 10 fractions were collected and dried for subsequent MS analysis. The samples were recombined with a solution of 0.2% acetonitrile and 0.1% formic acid and analyzed by mass spectrometry.

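DESeq2 models the number of reads counted on each gene. The table that the authors deposited holds TPM, from which those numbers cannot be recovered, so its values were compared with limma on the log2 scale, and DESeq2 was not run. The criterion for DEGs, an adjusted p under 0.05 and an absolute log2 fold change over 0.5, is taken from the supplement's paragraph on functional enrichment, since the paragraph on RNA-seq states none.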

Differential expression analysis was conducted using DESeq2. The R package "VennDiagram" was employed to visualize the overlapping differential genes between the transcriptome and proteome. Volcano plots of the differential genes were generated using the "ggplot2" R package. Target genes were screened and identified using cytoHubba, a plugin for Cytoscape software [12]. The top 10 genes from each of the 12 algorithms were selected, and the gene most frequently appearing across the algorithms was defined as the target gene of SEMA6A. GO functional enrichment analysis was performed using the "clusterProfiler" R package to identify potential regulatory pathways, and the co-enriched pathways from the transcriptome and proteome were visualized as bubble plots. Protein-protein and protein-pathway networks were constructed using ClueGO [13] and Cluepedia [14] in Cytoscape [15].

## Immune profile analysis and prediction of immunotherapy efficacy

Immune cell infiltration data for GSE17538 was obtained from the TIMER 3.0 database (Tumor IMmune Estimation Resource), which provides several deconvolution algorithms to assess the degree of immune cell infiltration, including Cell-type Identification By Estimating Relative Subsets Of RNA Transcripts (CIBERSORT) [16], Microenvironment Cell Populations-counter (MCP-counter) [17], Estimating the Proportion of Immune and Cancer cells (EPIC) [18], and TIMER [19]. The expression of various immune-stimulator genes across the groups was then compared. To predict the response to immunotherapy, the CheckMate 025 dataset [20] was subsequently used to evaluate the ability of SEMA6A combined with ISG15 to predict immunotherapy responses.

## Molecular docking analysis

The three‑dimensional structure of the human TGFβ1 protein (UniProt ID: P01137) was obtained from the UniProt database (entry AF‑P01137‑F1). The structure of human ISG15 (UniProt ID: P05161) was also retrieved from the UniProt database, corresponding to PDB entry 1Z2M. Both structure files were submitted to the ZDOCK server (version 3.0.2) for protein–protein rigid docking using standard mode and default search parameters, with the TGFβ1 set as the receptor and ISG15 as the ligand. After docking, the server generated the top 10 predicted complex conformations based on the ZDOCK score. The top‑ranked complex was selected and visualized using PyMOL.

## Statistical analysis

Statistical analyses were performed using one-way ANOVA or the Kruskal-Wallis test for comparisons between three or more groups, and the t-test or Wilcoxon test for comparisons between two groups. The chi-square test was used to assess differences in variable distributions among subgroups. Data visualization was carried out using R (version 4.1.3), and a *P*-value of less than 0.05 was considered statistically significant.

# Supplemental Figures

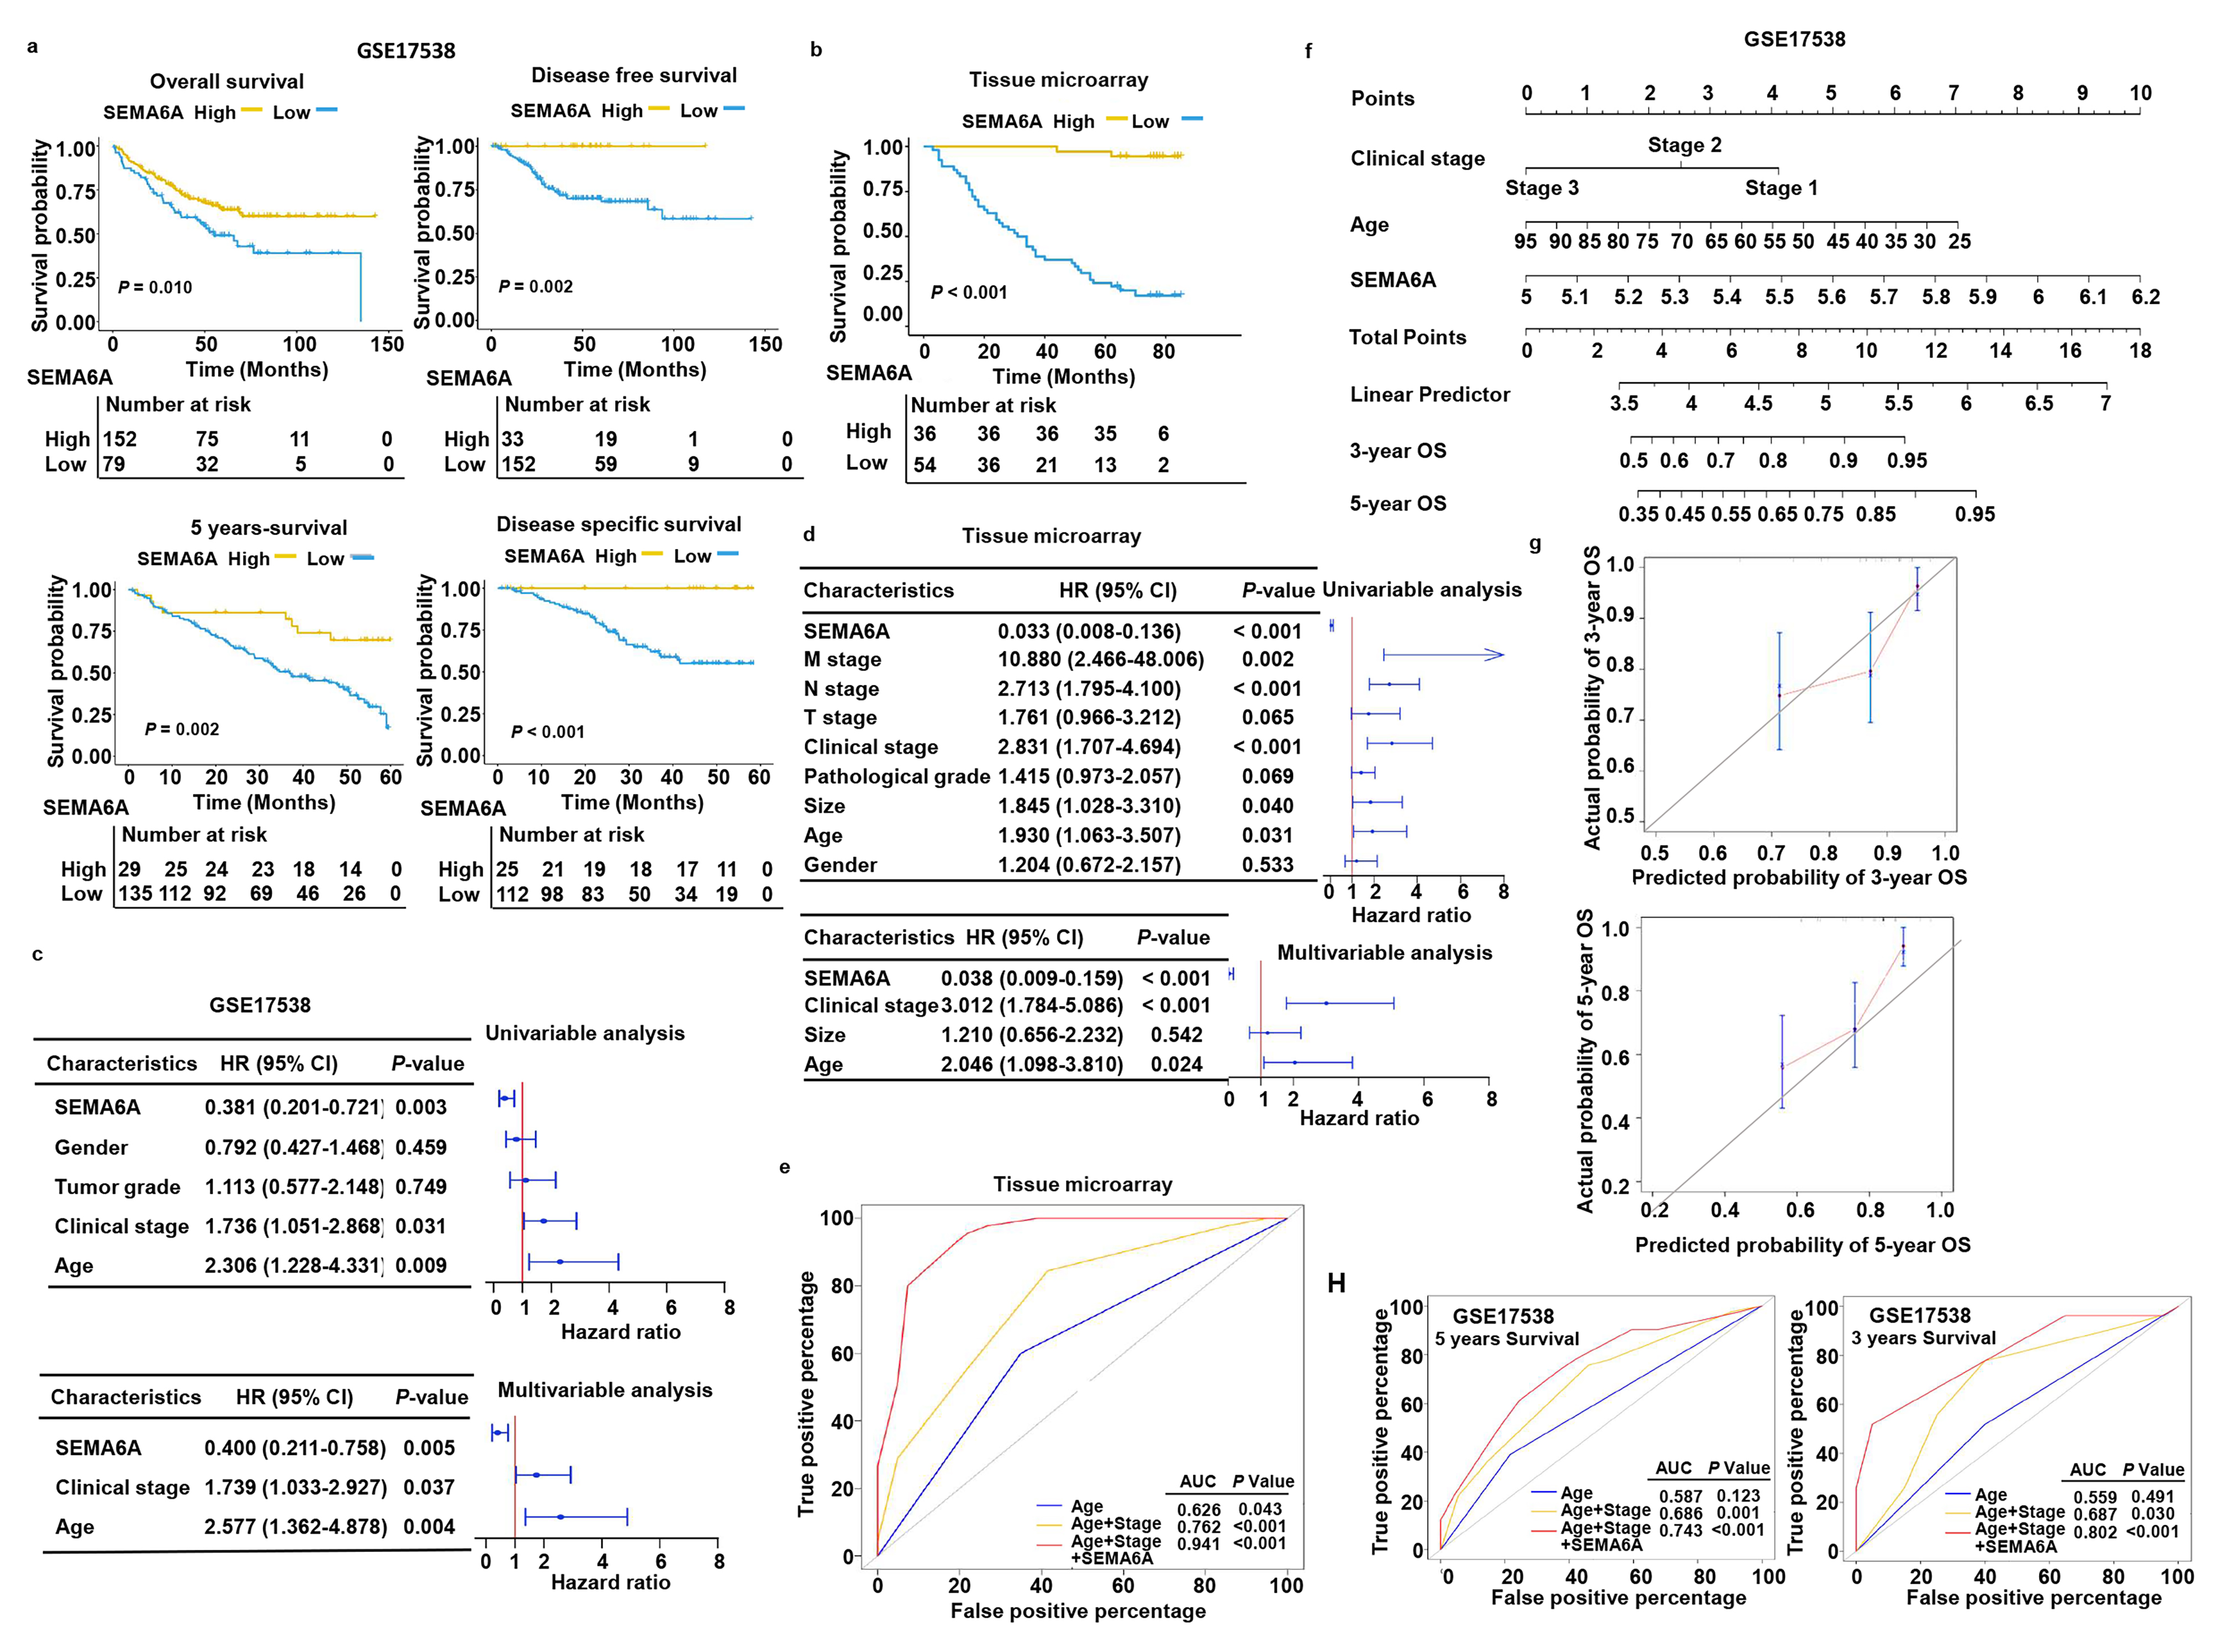

**Fig. S1:** Prognostic analysis and validation of SEMA6A in CRC. **a-b.** Kaplan-Meier survival analysis of overall survival, 5-year survival, disease-free survival, and disease-specific survival for SEMA6A in the GSE17538 dataset **(a)**, and tissue microarray **(b)**. **c-d.** COX regression analysis based on GSE17538 dataset **(c)**, and tissue microarray **(d)**. **e.** ROC curves for age, combined age and tumor stage, and combined age, tumor stage, and SEMA6A expression in TMA. **f-h.** Nomogram **(f)**, calibration curves **(g)**, and ROC curves **(h)** for the COX regression model based on the GSE17538 dataset.

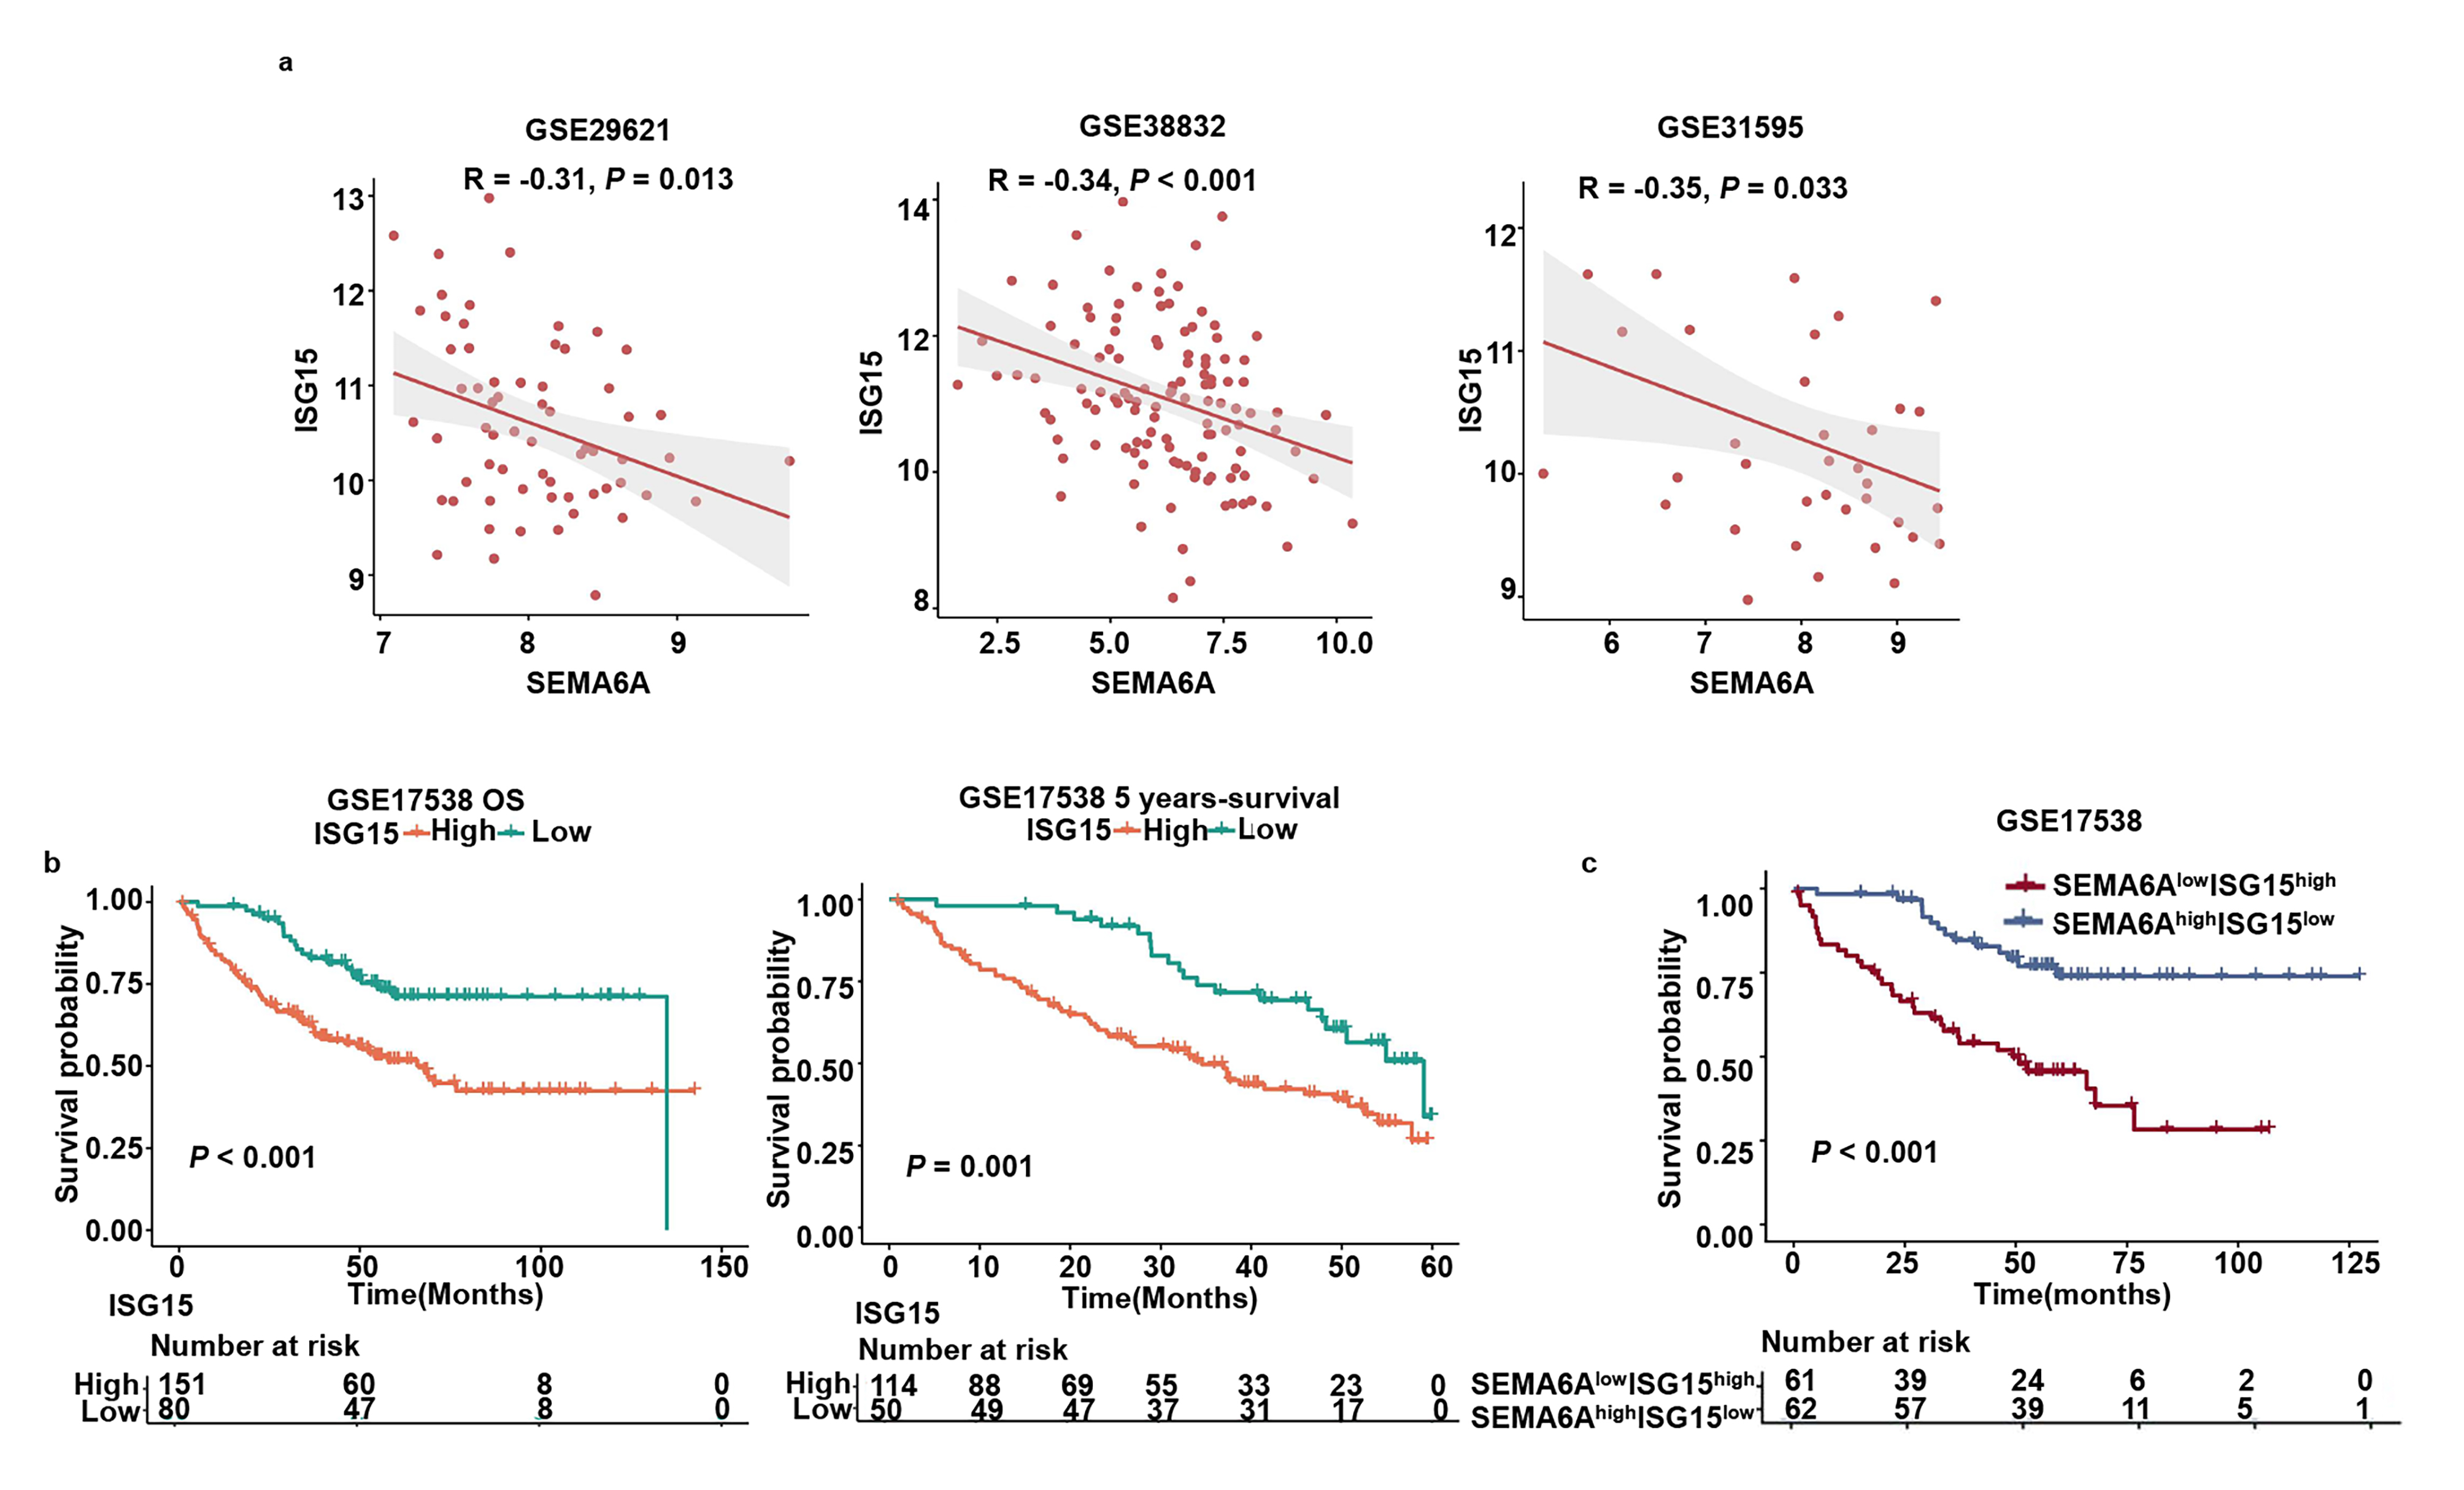

**Fig. S2:** Clinical correlation and prognostic significance of SEMA6A and ISG15 in colorectal cancer. **a.** Correlation between SEMA6A and ISG15 expression in the GSE29621, GSE38832, and GSE31595 datasets. **b.** Overall survival and 5-year survival curves for the ISG15 high- and low-expression groups in GSE17538. **c.** Overall survival curve for the SEMA6A^low^ISG15^high^ and SEMA6A^high^ISG15^low^ groups in GSE17538.

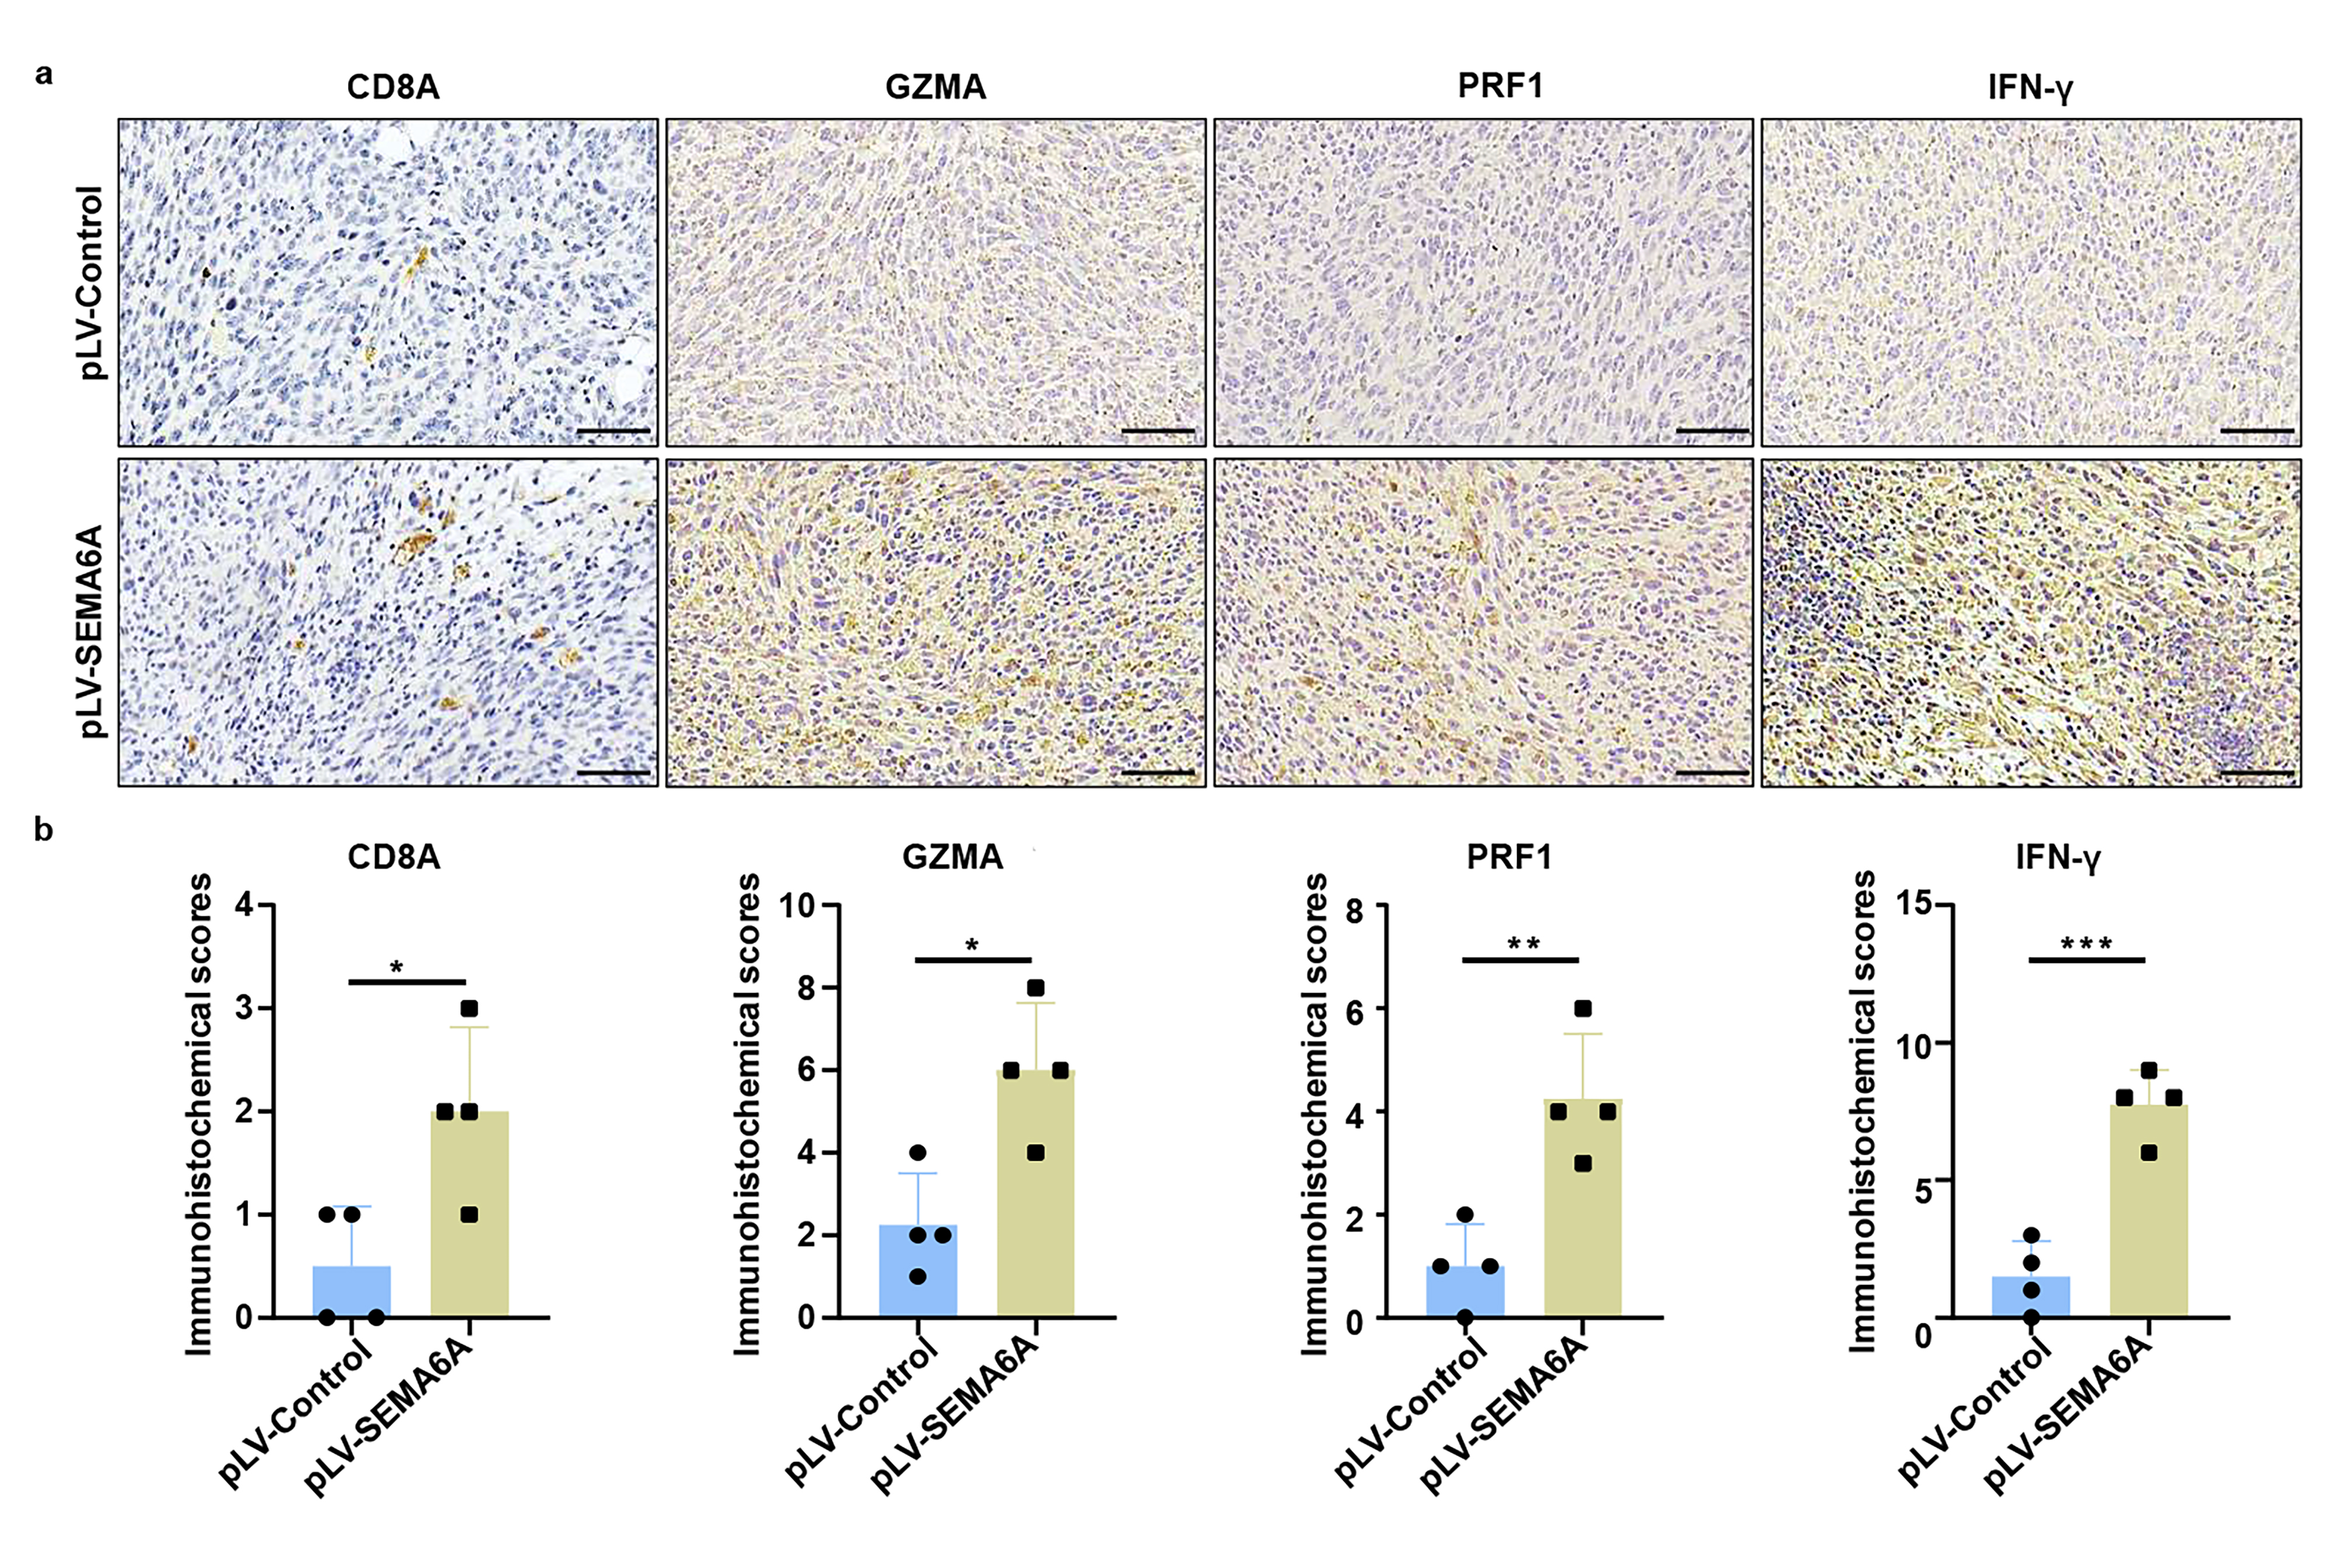

**Fig. S3:** SEMA6A overexpression promotes early CD8^+^ T cell infiltration and effector molecule expression in tumors. **a.** Representative IHC images of CD8A, GZMA, PRF1, and IFN-γ in tumor tissues on day 5 post‑inoculation (scale bar: 50 μm). **b.** Quantitative analysis of positive areas for the above markers. n=4. (**P* < 0.05, ***P* < 0.01, ****P* < 0.001)

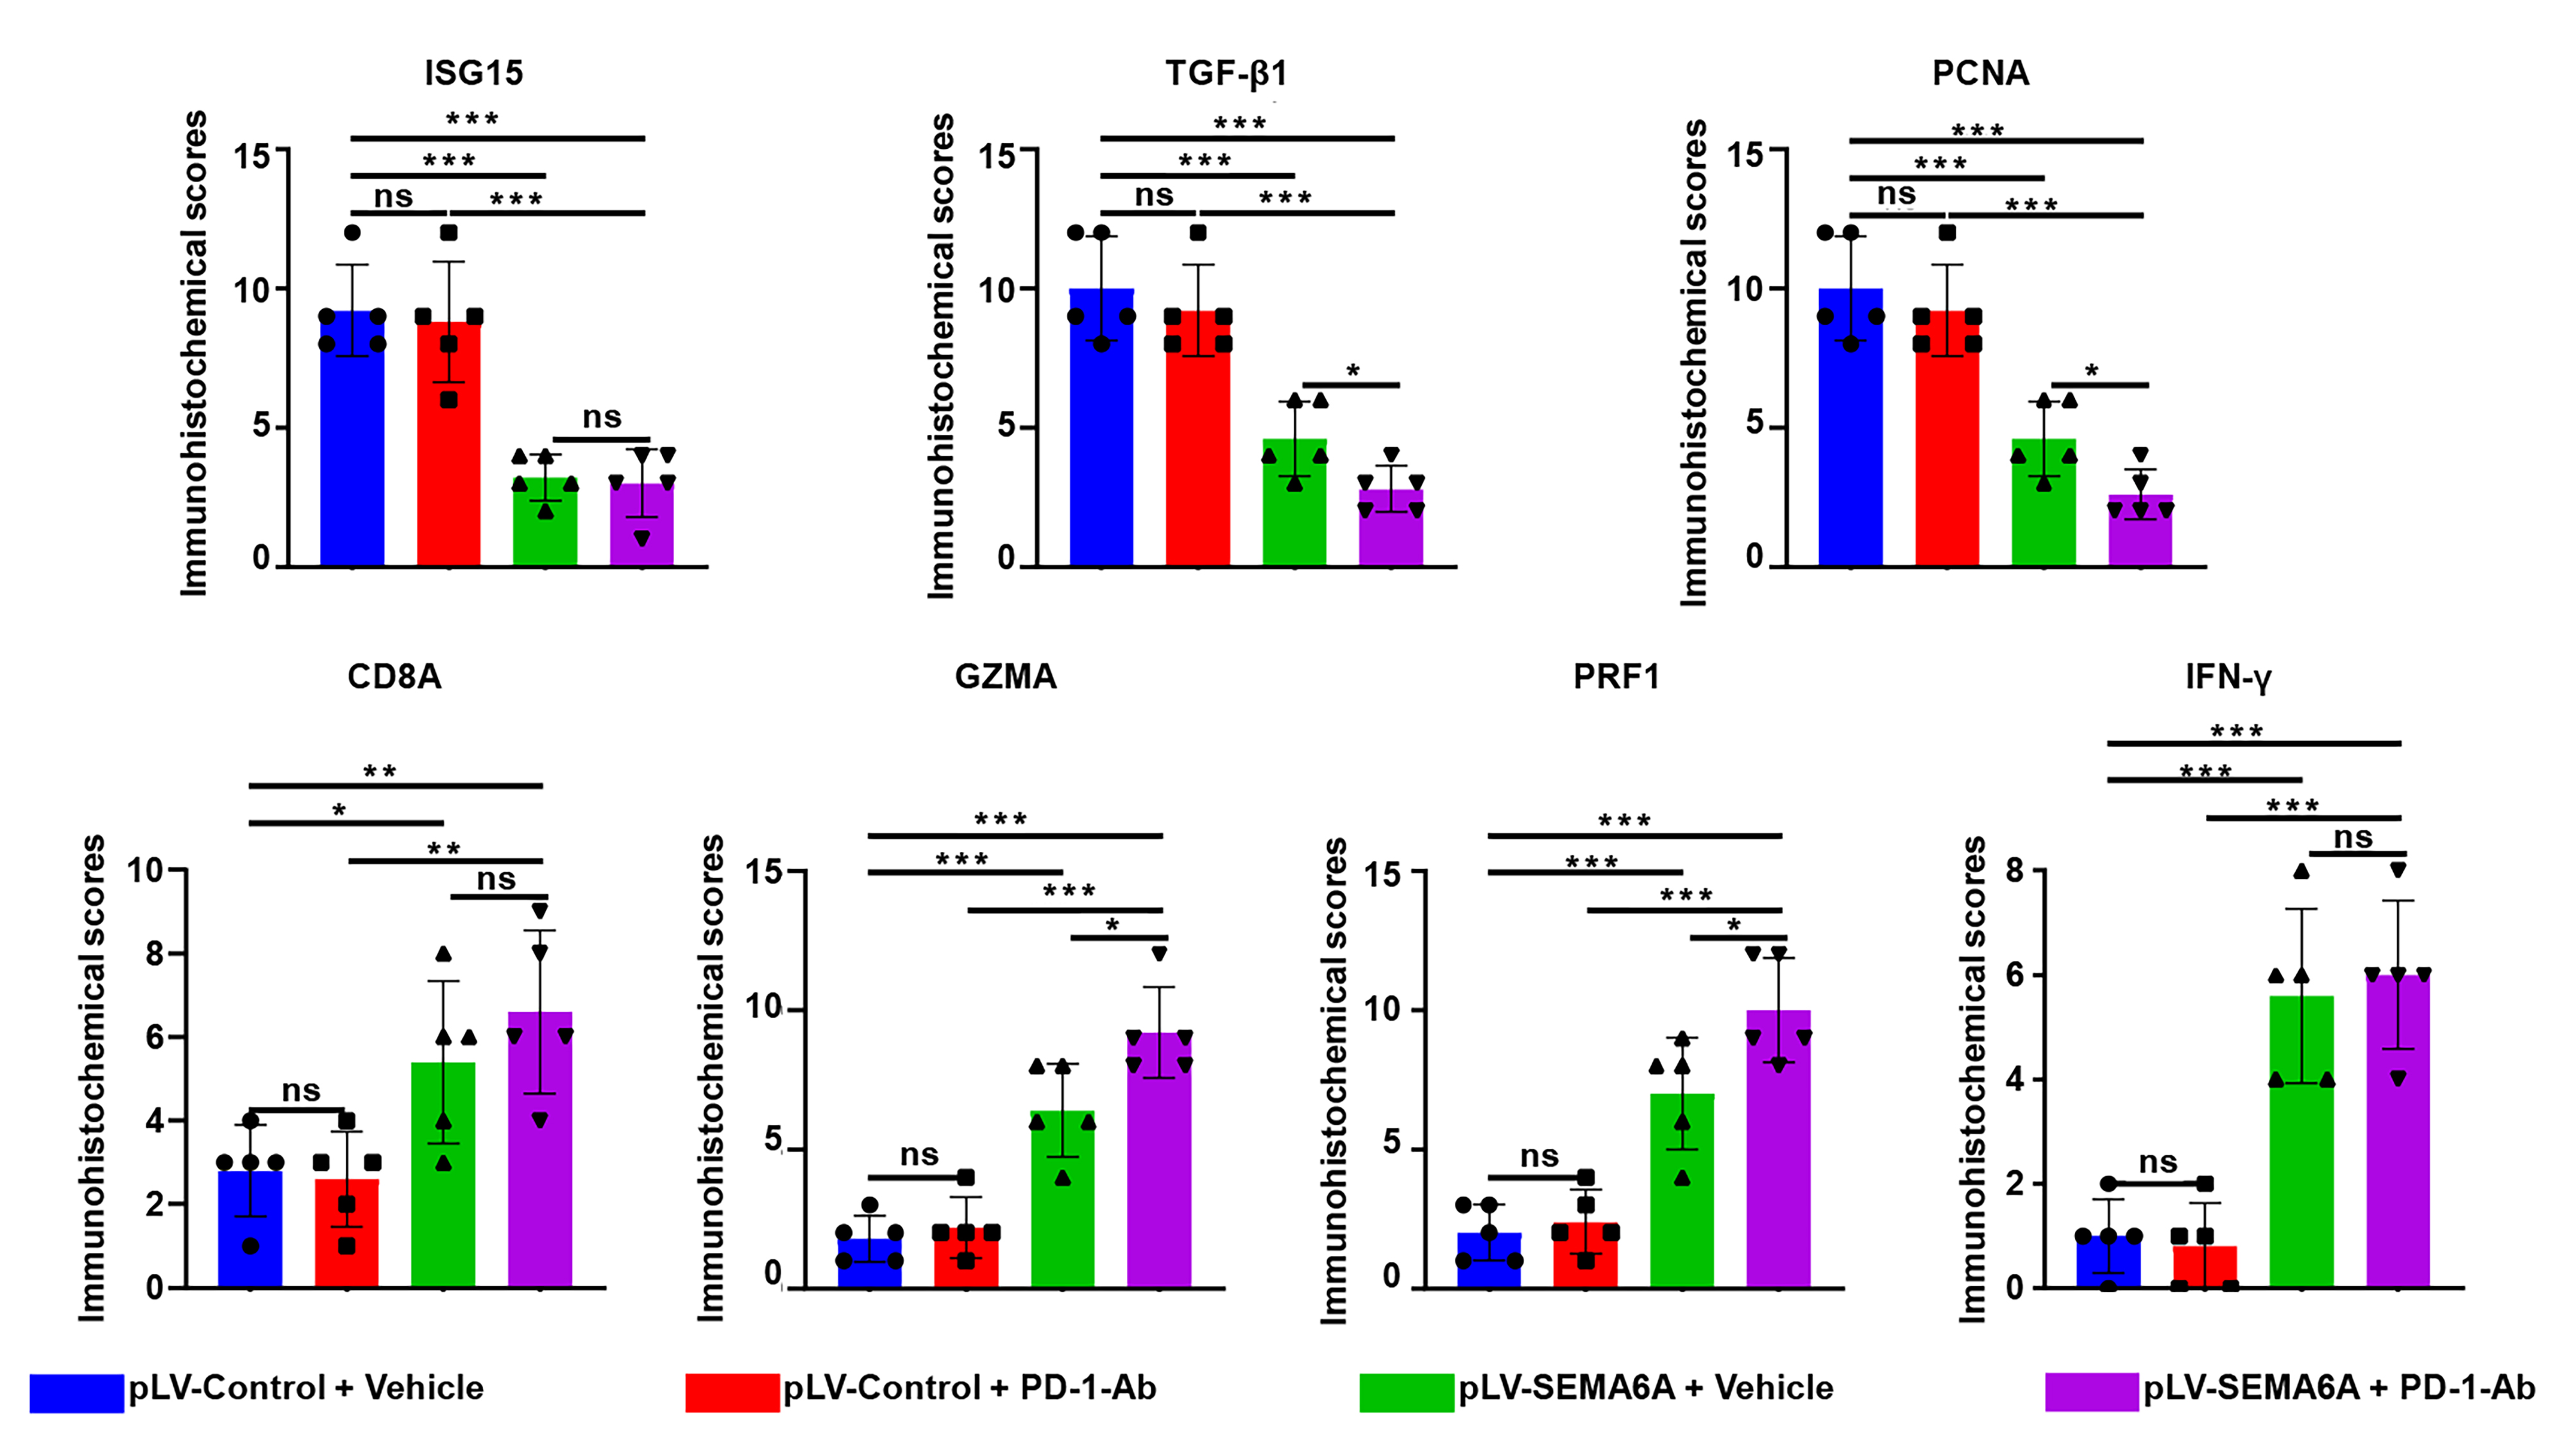

**Fig. S4:** Quantitative analysis of immunohistochemical staining in tumor tissues. (**P* < 0.05, ***P* < 0.01, ****P* < 0.001)

# Supplemental Tables

**Table S1** Antibodies used for WB, IF or IHC.

| Protein | Catalog Number | Company | Application |
| --- | --- | --- | --- |
| SEMA6A | ab154938 | Abcam | IHC (1:200),  WB (1:500) |
| β-actin | TA-09 | ZSGB-BIO | WB (1:1000) |
| Vimentin | BM0135 | Boster | IF (1:100) |
| E-cadherin | sc-8426 | Santa Cruz | IF (1:50) |
| ISG15 | 15981-1-AP | Proteintech | IHC (1:100),  WB (1:500) |
| GZMA-M | 11288-1-AP | Proteintech | IHC (1:100) |
| PRF1-M | 14580-1-AP | Proteintech | IHC (1:200) |
| IFN-γ-M | K009380P | Solarbio | IHC (1:100) |
| CD8A-M | ab217344 | Abcam | IHC (1:200) |
| PCNA-M | #2586 | Cell Signaling Technology | IHC (1:50) |
| TGFβ1-M | sc-130348 | Santa Cruz | IHC (1:50) |
| pSTAT3(Tyr705) | bsm-52211R | Bioss | WB (1:500) |
| STAT3 | bsm-52235R | Bioss | WB (1:500) |
| pSTAT1(Ser727) | bsm-52209R | Bioss | WB (1:500) |
| pSTAT1(Tyr701) | bsm-63180R | Bioss | WB (1:500) |
| STAT1 | bsm-63166R | Bioss | WB (1:500) |
| ISG15 | sc-166755 | Santa Cruz | WB (1:200), IP |
| FITC-CD8a | 100706 | Biolegend | FC (1:100) |
| PE-CD3e | 100301 | Biolegend | FC (1:100) |
| PE/Dazzle-CD45 | 103746 | Biolegend | FC (1:100) |
| APC-CD4 | 100515 | Biolegend | FC (1:100) |
| PE-CD69 | 104507 | Biolegend | FC (1:100) |
| APC-CD25 | 101909 | Biolegend | FC (1:100) |
| PE-TIM3 | 134003 | Biolegend | FC (1:100) |
| PE-CTLA4 | 106305 | Biolegend | FC (1:100) |

**Table S2** Primers used for RT-qPCR.

# References

[1] Barrett T, Wilhite SE, Ledoux P, Evangelista C, Kim IF, Tomashevsky M, et al., NCBI GEO: archive for functional genomics data sets--update. *Nucleic Acids Res.* 2013;41(Database issue):D991-5. <https://doi.org/10.1093/nar/gks1193>.

[2] Sanz-Pamplona R, Berenguer A, Cordero D, Molleví DG, Crous-Bou M, Sole X, et al., Aberrant gene expression in mucosa adjacent to tumor reveals a molecular crosstalk in colon cancer. *Mol Cancer.* 2014;13(46. <https://doi.org/10.1186/1476-4598-13-46>.

[3] Smith JJ, Deane NG, Wu F, Merchant NB, Zhang B, Jiang A, et al., Experimentally derived metastasis gene expression profile predicts recurrence and death in patients with colon cancer. *Gastroenterology.* 2010;138(3):958-68. <https://doi.org/10.1053/j.gastro.2009.11.005>.

[4] Chen DT, Hernandez JM, Shibata D, Mccarthy SM, Humphries LA, Clark W, et al., Complementary strand microRNAs mediate acquisition of metastatic potential in colonic adenocarcinoma. *J Gastrointest Surg.* 2012;16(5):905-12; discussion 912-3. <https://doi.org/10.1007/s11605-011-1815-0>.

[5] Tripathi MK, Deane NG, Zhu J, An H, Mima S, Wang X, et al., Nuclear factor of activated T-cell activity is associated with metastatic capacity in colon cancer. *Cancer Res.* 2014;74(23):6947-57. <https://doi.org/10.1158/0008-5472.Can-14-1592>.

[6] Thorsteinsson M, Kirkeby LT, Hansen R, Lund LR, Sørensen LT, Gerds TA, et al., Gene expression profiles in stages II and III colon cancers: application of a 128-gene signature. *Int J Colorectal Dis.* 2012;27(12):1579-86. <https://doi.org/10.1007/s00384-012-1517-4>.

[7] Musella V, Verderio P, Reid JF, Pizzamiglio S, Gariboldi M, Callari M, et al., Effects of warm ischemic time on gene expression profiling in colorectal cancer tissues and normal mucosa. *PLoS One.* 2013;8(1):e53406. <https://doi.org/10.1371/journal.pone.0053406>.

[8] Marisa L, De Reyniès A, Duval A, Selves J, Gaub MP, Vescovo L, et al., Gene expression classification of colon cancer into molecular subtypes: characterization, validation, and prognostic value. *PLoS Med.* 2013;10(5):e1001453. <https://doi.org/10.1371/journal.pmed.1001453>.

[9] Laibe S, Lagarde A, Ferrari A, Monges G, Birnbaum D, and Olschwang S, A seven-gene signature aggregates a subgroup of stage II colon cancers with stage III. *Omics.* 2012;16(10):560-5. <https://doi.org/10.1089/omi.2012.0039>.

[10] Sheffer M, Bacolod MD, Zuk O, Giardina SF, Pincas H, Barany F, et al., Association of survival and disease progression with chromosomal instability: a genomic exploration of colorectal cancer. *Proc Natl Acad Sci U S A.* 2009;106(17):7131-6. <https://doi.org/10.1073/pnas.0902232106>.

[11] Yu G, Wang LG, Han Y, and He QY, clusterProfiler: an R package for comparing biological themes among gene clusters. *Omics : a journal of integrative biology.* 2012;16(5):284-7. <https://doi.org/10.1089/omi.2011.0118>.

[12] Chin CH, Chen SH, Wu HH, Ho CW, Ko MT, and Lin CY, cytoHubba: identifying hub objects and sub-networks from complex interactome. *BMC systems biology.* 2014;8 Suppl 4(Suppl 4):S11. <https://doi.org/10.1186/1752-0509-8-s4-s11>.

[13] Bindea G, Mlecnik B, Hackl H, Charoentong P, Tosolini M, Kirilovsky A, et al., ClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. *Bioinformatics (Oxford, England).* 2009;25(8):1091-3. <https://doi.org/10.1093/bioinformatics/btp101>.

[14] Bindea G, Galon J, and Mlecnik B, CluePedia Cytoscape plugin: pathway insights using integrated experimental and in silico data. *Bioinformatics (Oxford, England).* 2013;29(5):661-3. <https://doi.org/10.1093/bioinformatics/btt019>.

[15] Shannon P, Markiel A, Ozier O, Baliga NS, Wang JT, Ramage D, et al., Cytoscape: a software environment for integrated models of biomolecular interaction networks. *Genome research.* 2003;13(11):2498-504. <https://doi.org/10.1101/gr.1239303>.

[16] Newman AM, Liu CL, Green MR, Gentles AJ, Feng W, Xu Y, et al., Robust enumeration of cell subsets from tissue expression profiles. *Nature Methods.* 2015;12(5):453-457. <https://doi.org/10.1038/nmeth.3337>.

[17] Becht E, Giraldo NA, Lacroix L, Buttard B, Elarouci N, Petitprez F, et al., Estimating the population abundance of tissue-infiltrating immune and stromal cell populations using gene expression. *Genome biology.* 2016;17(1):218. <https://doi.org/10.1186/s13059-016-1070-5>.

[18] Xiao H, Zhang J, Wang K, Song K, Zheng H, Yang J, et al., A Cancer-Specific Qualitative Method for Estimating the Proportion of Tumor-Infiltrating Immune Cells. *Frontiers in immunology.* 2021;12(672031. <https://doi.org/10.3389/fimmu.2021.672031>.

[19] Li T, Fu J, Zeng Z, Cohen D, Li J, Chen Q, et al., TIMER2.0 for analysis of tumor-infiltrating immune cells. *Nucleic acids research.* 2020;48(W1):W509-w514. <https://doi.org/10.1093/nar/gkaa407>.

[20] Braun DA, Hou Y, Bakouny Z, Ficial M, Sant' Angelo M, Forman J, et al., Interplay of somatic alterations and immune infiltration modulates response to PD-1 blockade in advanced clear cell renal cell carcinoma. *Nat Med.* 2020;26(6):909-918. <https://doi.org/10.1038/s41591-020-0839-y>.

How the deposited data were processed for this re-analysis (not part of the article)

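RNA-seq of SL4 mouse CRC cells compared 3 pLV-Control libraries with 3 pLV-SEMA6A libraries. The authors selected poly-A mRNA, fragmented it, reverse transcribed it with random primers and sequenced it on an Illumina platform. The authors deposited TPM for each library and the mean TPM of each group, with 2 decimals. The aligner, the counting tool, the genome build and the annotation are not named in the text, and the supplement names DESeq2 as what the authors used for the comparison. The group means were not used here.

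Library depth cannot be read from TPM, so no interval or detection limit was computed. Genes listed at 0 can be failed estimates, since mt-Co3 was listed at 0.33 TPM in pLV-SEMA6A replicate 2 and at 140.6 to 450.1 TPM in the other libraries. No fold change is therefore given against a group listed at 0, which concerns Sema6a and Pkd1l1. Of the 53700 listed identifiers, 52093 (97.0%) occur in GENCODE M21, from which gene positions, biotypes and transcripts were taken on GRCm38. This build was matched by identifier and is not stated by the authors.

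The design written beforehand assumed read counts and gave a test for normalized values in case none were deposited, and that test was used. log2(TPM + 1) was fitted with limma 3.58.1 in R 4.3.3, with the trend option and the group as the only term, over the 12510 genes with a mean of at least 1 TPM. P-values were adjusted by the Benjamini-Hochberg method, and DEGs had an adjusted p under 0.05 and an absolute log2 fold change over 0.5. Gene lists and Reactome sets with 10 to 500 tested genes were tested with fgsea 1.28.0 on the log2 fold changes with a weight of 1 and seed 1. Over-representation used Fisher's exact test, one-sided, with all tested genes as the background. The GO sets that the paper used are not used here, so the JAK-STAT and ISG15 conjugation lists were written by hand before the values were seen.

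The genes named follow a rule set beforehand. They are the 5 largest rises and the 5 largest falls among DEGs with a mean of at least 10 TPM and libraries that do not overlap, the genes that the paper names for its SL4 cells or in the figures concerned, and the genes of the hand-written lists. Genes named outside that rule are marked as chosen after their values were seen. The result of 1 further gene is not reported here. The share of 31-base stretches of a gene's transcripts that occur in other genes was counted over GENCODE M21.

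The replicate numbers come from the sample labels. The deviations of same-numbered libraries from their group means had a mean correlation of −0.06 (from −0.08 to −0.02), and those of other numbers 0.03. The steps were tested on simulated data before use. Of 200 genes changed by 1 on the log2 scale among 12510, 91.0% were called, none in the wrong direction, and 2.15% of the calls were unchanged genes. With the replicate block, 80.0% were called.

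The alternatives tried were a pseudocount of 0.1, no filter on low values, other minimum fold changes, the replicate block, other gene set tests, other scalings and leaving out each library in turn. Comparisons that need read counts were not run. Proteome values were not part of the deposited table and are not analysed here.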

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

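The test of neighbouring genes was chosen only after its result was seen, and all tests here concern genes that were noticed in the data. The 4 genes with the largest rises besides Sema6a are genes that the paper does not discuss, and each was far above its pLV-Control level in every pLV-SEMA6A library. The lowest pLV-SEMA6A value was 4630.8 TPM for Gm46620, where pLV-Control libraries reached 2.41 TPM. It was 2158.68 TPM for Ppat, where pLV-Control reached 17.78 TPM, and 172.97 TPM for 4930578N18Rik, where it reached 1.72 TPM. Pkd1l1 was at 99.1 TPM or more in pLV-SEMA6A and listed at 0, 0.01 and 0 in pLV-Control. They lie on chromosomes 18 (Gm46620), 5 (Ppat), 16 (4930578N18Rik) and 11 (Pkd1l1).

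Reads of the introduced Sema6a sequence were tested as a technical source. The transcripts of these genes share 0 of their 31-base stretches with Sema6a transcripts, so reads of the annotated Sema6a sequence do not account for them. The sequence of the lentiviral vector outside Sema6a was not tested.

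Reads shared with other genes were tested next. For Gm46620, 90.2% of the 31-base stretches occur in other genes, mainly Gm42427, which itself was at only 2.30 TPM in pLV-SEMA6A. The share was 6.52% for Ppat, mainly with Paics, and 0 for Pkd1l1 and 4930578N18Rik. Shared reads may therefore affect the value of Gm46620, and they leave the rise of Pkd1l1 and 4930578N18Rik without an explanation of this kind. Paics was at a mean of 243 TPM in pLV-Control and 242 TPM in pLV-SEMA6A, which argues against reads shared with it as the source of the rise of Ppat.

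The activation of a chromosomal region was tested on the tested genes within 200 kb. Of 9 such genes, 1 rose past the threshold, Nrip1 near 4930578N18Rik, with a log2 fold change of 0.50, and 3 fell. Nrip1 lost the threshold in 3 of the 6 fits that each left out a library. Paics, a neighbour of Ppat, and Hus1, a neighbour of Pkd1l1, had log2 fold changes of −0.01 and 0.04. The neighbours that fell were Aasdh (−0.66) near Ppat, and Upp1 (−0.78) and Tns3 (−0.56) near Pkd1l1. Nrip1 was the only tested neighbour of 4930578N18Rik, and Gm46620 also had 1 tested neighbour, Zfp236, with a log2 fold change of 0.36 (adjusted p = 0.467 from limma). Ppat had 4 and Pkd1l1 had 3, none of which rose past the threshold. An effect of vector insertion on nearby genes could be present, and with 1 neighbour past the threshold this test neither shows nor excludes it. A biological effect of SEMA6A on these genes cannot be told apart from an effect of insertion sites or of the history of the cell line, because the text describes no independently made lines.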

How the results depend on the processing

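Of the alternatives below, those with median centring, median-ratio centring, values rescaled over nuclear protein-coding genes, camera with a preset correlation, the replicate block with the signed test statistic, and the ISG15 conjugation list without genes of Fig. 2a were chosen after seeing the data. The rest were fixed before the data were examined. Comparisons that need read counts (DESeq2 with its size factors, upper-quartile factors and a filter of 10 counts) were not run, because the deposited table holds TPM. Library depth is unknown, which limits what can be said of genes listed at or near 0.

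The count of 1987 DEGs was 5959 without a minimum fold change (2436 higher, 3523 lower) and 385 with a minimum of 1 (81 higher, 304 lower). It was 2235 with a pseudocount of 0.1 and 1978 without the filter. With the replicate block it was 1924, of which 1875 were shared. Same-numbered libraries did not deviate together (mean correlation −0.06). It ranged from 1900.0 to 1975 across the 6 fits that each left out a library. Other scalings gave 1840.0 to 1963 DEGs and moved the split of 640 higher and 1347 lower. It became 1002 higher and 961 lower with median centring (1601 shared), and 852 higher and 1083 lower with median-ratio centring (1723 shared). Rescaling over nuclear protein-coding genes gave 622 higher and 1218 lower. For the minimum fold change the cause is the threshold itself, and the scalings are weighed under other observations.

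Between 50 and 51 of the genes of Fig. 2a were DEGs under every alternative run. The log2 fold change of Isg15 stayed between −1.89 and −1.76 with an adjusted p from 4.6e-08 to 0.000184. Sema6a stayed a DEG in each.

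The JAK-STAT list, with a permutation p of 0.00227 from GSEA, gave p = 0.131 with camera, and its p ranged from 0.000361 to 0.131 over the alternatives. Across the fits that each left out a library, the permutation p ranged from 0.000373 to 0.00510. With camera and a preset correlation p was 0.00679. The camera runs differ only in the correlation between genes, so that setting accounts for p = 0.131 against 0.00679. The cause of the other changes was not tested. The replicate block cannot change the ranking by log2 fold change. The ISG15 conjugation list gave p = 0.0686 by Fisher's exact test without a minimum fold change, because 5959 genes then counted as DEGs against 1987, while the list went only from 6 to 7 of its 9 genes. It gave 0.000684 to 0.000826 across the fits that each left out a library. Without the genes of Fig. 2a, 2 of 5 genes were DEGs and the exact test gave p = 0.175, in a range of 3.1e-06 to 0.175 over the alternatives. All 51 genes of Fig. 2a were DEGs, so leaving them out could only take DEGs from the list, here 4 of its 6. The loss of these 4 was fixed in advance, whereas the result of the 5 genes left, 2 of them DEGs, was not. GSEA of this list gave p-values from 3.7e-07 to 0.0367 over its alternatives, the highest with camera, and 0.0195 without the genes of Fig. 2a.

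Of Reactome sets, 57 passed the threshold. The count was 136 with the signed test statistic, 145 with the replicate block and that statistic, 214 with camera and a preset correlation, and 0 with camera and the correlation estimated from the data, which had 154 sets at an unadjusted p under 0.05. It ranged from 34 to 60 across the fits that each left out a library, and was 71 to 80 with centring. The split of 31 higher and 26 lower moved too. It was 54 higher and 26 lower with median centring, and 180 and 34 with camera and a preset correlation. Without pLV-Control replicate 1 it was 15 higher and 19 lower, and without pLV-SEMA6A replicate 3 it was 19 and 25. In the other fits of this kind higher sets led. The camera runs differ only in the correlation between genes, so that setting accounts for 0 sets against 214. The cause of the other changes was not tested. With camera, the larger set for class I MHC mediated antigen processing and presentation changed direction, with an adjusted p of 0.905, and of 0.860 with the preset correlation, against a range of 3.9e-07 to 0.905 over its alternatives. ISG15 antiviral mechanism did not pass with camera either, with an adjusted p of 0.455, and of 0.327 with the preset correlation, against a range of 0.00268 to 0.455. The Immune System set with 27 tested genes did not pass in either, with 0.872 and 0.792, against a range of 2.1e-07 to 0.872.

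The log2 fold change of Arih1, which did not pass the threshold, reversed from −0.039 to 0.055 with median centring and to 0.023 with median-ratio centring. That of Paics, which lay close to 0, went from −0.0061 to 0.087 with median centring, where it passed the threshold (adjusted p = 0.0429 from limma, in a range of 0.0429 to 0.996 over its alternatives), to 0.055 with median-ratio centring and to 0.00056 over nuclear protein-coding genes, and ranged from −0.025 to 0.0071 across the fits that each left out a library. Centring adds the same amount to the log2 fold change of every gene, which accounts for the changes of sign under both centrings, and the cause of the others was not tested. Ube2e1 passed the threshold with median centring, with a log2 fold change of 0.17 and an adjusted p of 0.0268, within a range of 0.0268 to 0.521 over its alternatives. Single genes and sets named in the text gave 1059 values under alternatives, of which 996 kept their direction and their side of the threshold, 53 were weaker, 1 was stronger and 9 changed direction. Of the weaker values, 26 came from leaving out a library, namely in Apod, Il6ra, Il6st, Lif, Nrip1, Socs3, Ube2e2, Zeb2 and the set G2 M Checkpoints.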

Differences from the paper's values

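The paper reports 936 DEGs at the transcriptome level, against 1987 here. None of the alternatives set before the data were examined closed the gap, with counts from 385 with a minimum log2 fold change of 1 to 5959 without a minimum. The paper's count lies between the 1987 at a minimum of 0.5 and the 385 at a minimum of 1. A minimum between these could therefore reach it, but none was run. The scalings chosen after seeing the values gave 1840.0 to 1963 DEGs and did not close it either. The threshold behind the paper's count is not stated beside it.

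The paper states that SEMA6A overexpression left ISG12 and ISG20 mRNA unaffected by RT-qPCR, in an experiment with IL-6 stimulation, and that ISG15 was lowered with no effect on other members of the ISG family. In the RNA-seq without IL-6, Isg20 had a log2 fold change of −0.93 (adjusted p = 1.6e-05 from limma), and fell from 78.3 ± 1.59 to 40.6 ± 1.78 TPM (SD, n = 3 each). Ifi27, a member of the ISG12 family, had a log2 fold change of −0.22 and Ifi27l2a, another member, one of −4.65. Which mouse gene the paper's ISG12 measurement targeted is not clear, so neither value can be set directly against it. The fall of Isg20, Ifi27 and Ifi27l2a kept its direction under every alternative run.

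The paper states that EMT-related markers fell in pLV-SEMA6A cells by RT-qPCR and vimentin by immunofluorescence. In the RNA-seq, Vim had a log2 fold change of 0.65 (adjusted p = 2.7e-06 from limma), Snai2 of 0.30 and Col3a1 of 0.53. S100a4, taken for the marker that Fig. 1j names S100A, had a log2 fold change of 2.10, and shares 49.2% of its 31-base stretches with other genes. Twist1 (−0.55), Zeb2 (−0.22) and Fgf7 (−0.36) fell as the paper states, although Zeb2 did not pass the threshold with median centring, and Zeb1 (−0.22, adjusted p = 0.109 from limma) did not pass the threshold.

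The paper states that E-cadherin rose by immunofluorescence. Cdh1 was listed at 0.03 TPM or less in every library of both groups, and without a known detection limit these values do not show its absence. PCNA fell by immunohistochemistry in tumours, while Pcna in the cultured cells had a log2 fold change of 0.41.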

Other observations

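The test of interferon genes was chosen only after its result was seen, and the hypotheses here were formed on the same data that tested them. Genes named below that the paper does not name for SL4 cells were chosen after their values were seen.

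More genes fell than rose. Of the DEGs, 67.8% fell on the deposited scale. The composition of the TPM scale was tested by centring, and 49.0% of DEGs fell after each library was centred on its median. Centring largely sets this balance in advance, so the test does not settle the question. The share was 56.0% with median-ratio centring and 66.2% over nuclear protein-coding genes. The split also depended on expression, with 453 higher and 708 lower among genes with a mean of at least 10 TPM, and 224 higher and 182 lower at 50 TPM or more. Transcript length was tested as well, and its Spearman correlation with the log2 fold change across genes was −0.057, too small to account for the pattern. How large the excess of falling genes is depends on the scaling, and an effect of composition was neither shown nor excluded.

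Interferon-induced genes fell together. The STAT3 hypothesis of the paper was tested on a list of 25 STAT3 target genes written by hand before the test. Of 20 tested, 12 were lower and 3 higher at an adjusted p under 0.05, and GSEA gave a normalized enrichment score of −1.48 (permutation p = 0.0471). This is in line with lower STAT3 activity. Ccnd1 went the other way with a log2 fold change of 0.65, while Rgs16 (−1.57) and Lcn2 (−1.56) fell. Less interferon made by the cells was the other explanation. The highest value of an interferon gene in a library was 0.76 TPM, for Ifne in pLV-SEMA6A replicate 2, over 21 genes listed of which 3 were above 0. This value does not compare the groups. Ifnb1 was at 0, 0 and 0.12 TPM in pLV-Control and at 0.24, 0 and 0.25 TPM in pLV-SEMA6A, which is not a fall, but values this low leave the explanation open. The STAT3 targets tested are not genes of Fig. 2a, so their score does not show why the interferon-induced genes fell. The STAT3 list was also not run under the alternatives. The fall therefore cannot be told apart between these explanations, and no others were tested.

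The splits of the 6 libraries were counted for each result. Only the 4 that part all 3 same-numbered pairs compare with the real split, which is too few to reach a share under 0.05. Every split but the real one also keeps part of the group difference, because its sides hold unequal numbers of each group. As many DEGs were found in 1 of the 4, as many genes of Fig. 2a in 1, as many ISG15 conjugation genes in 1 and as many Reactome sets in 1, the real split each time. A score as far from 0 was found in 2 of the 4 for the JAK-STAT list and in 1 of the 4 for the STAT3 targets. The other 6 splits part only 1 pair, and 1 of them gave a STAT3 score of 1.51, larger than the real one.

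Antigen presentation genes fell with the interferon-induced genes. The log2 fold change was −2.61 for H2-K1, −3.29 for Tap1, −3.23 for Psmb9, −2.55 for Psmb8, −1.27 for Tapbp and −1.84 for Nlrc5. H2-K1 shares 22.8% of its 31-base stretches with other genes. These directions held under each scaling run. Cd274 had a log2 fold change of −1.13 and Tgfb1 of −0.93.

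Epithelial genes were listed at low values in both groups. Epcam was listed at 0 in every library, and Krt8, Krt18 and Krt20 at 0.39 TPM or less. A value near 0 can be a failed estimate where sequence is shared. Epcam shares 0.05% of its 31-base stretches with other genes and Krt20 shares 0, which argues against this source for Epcam and Krt20. The share was 11.4% for Krt18 and 36.0% for Krt8. No detection limit is known, so the values show low listed levels in both groups and not absence. Galnt2l rose with a log2 fold change of 1.52, but 99.3% of its 31-base stretches are shared with other genes, mainly Galnt2, so its value is uncertain.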
